# Distinct mRNA and protein interactomes highlight functional differentiation of major eIF4F-like complexes from *Trypanosoma brucei*

**DOI:** 10.3389/fmolb.2022.971811

**Published:** 2022-10-07

**Authors:** Maria J. R. Bezerra, Danielle M. N. Moura, Eden R. Freire, Fabiola B. Holetz, Christian R. S. Reis, Tallyta T. S. Monteiro, Adriana R. S. Pinto, Ning Zhang, Antonio M. Rezende, Antonio Pereira-Neves, Regina C. B. Q. Figueiredo, Christine Clayton, Mark C. Field, Mark Carrington, Osvaldo P. de Melo Neto

**Keywords:** protein synthesis, translation initiation, eIF4E, eIF4G, PABP, trypanosome, RNA processing

## Abstract

Gene expression in pathogenic protozoans of the family Trypanosomatidae has several novel features, including multiple eIF4F-like complexes involved in protein synthesis. The eukaryotic eIF4F complex, formed mainly by eIF4E and eIF4G subunits, is responsible for the canonical selection of mRNAs required for the initiation of mRNA translation. The best-known complexes implicated in translation in trypanosomatids are based on two related pairs of eIF4E and eIF4G subunits (EIF4E3/EIF4G4 and EIF4E4/EIF4G3), whose functional distinctions remain to be fully described. Here, to define interactomes associated with both complexes in *Trypanosoma brucei* procyclic forms, we performed parallel immunoprecipitation experiments followed by identification of proteins co-precipitated with the four tagged eIF4E and eIF4G subunits. A number of different protein partners, including RNA binding proteins and helicases, specifically co-precipitate with each complex. Highlights with the EIF4E4/EIF4G3 pair include RBP23, PABP1, EIF4AI and the CRK1 kinase. Co-precipitated partners with the EIF4E3/EIF4G4 pair are more diverse and include DRBD2, PABP2 and different zinc-finger proteins and RNA helicases. EIF4E3/EIF4G4 are essential for viability and to better define their role, we further investigated their phenotypes after knockdown. Depletion of either EIF4E3/EIF4G4 mRNAs lead to aberrant morphology with a more direct impact on events associated with cytokinesis. We also sought to identify those mRNAs differentially associated with each complex through CLIP-seq with the two eIF4E subunits. Predominant among EIF4E4-bound transcripts are those encoding ribosomal proteins, absent from those found with EIF4E3, which are generally more diverse. RNAi mediated depletion of EIF4E4, which does not affect proliferation, does not lead to changes in mRNAs or proteins associated with EIF4E3, confirming a lack of redundancy and distinct roles for the two complexes.

## Introduction

The Trypanosomatidae family of flagellated protozoa includes many different pathogenic species, some of those infecting only invertebrates and others with complex life cycles that include more than one host (Jackson et al., 2016). Trypanosomatids are members of the supergroup Excavata, which diverged from other eukaryotes some one billion years ago and have evolved or retained features not common in other eukaryotes, including polycistronic transcription of protein coding genes (reviewed in Maslov et al., 2019; Vesteg et al., 2019). Transcripts from polycistronic units are co-transcriptionally processed by *trans-*splicing into capped, monocistronic and polyadenylated mRNAs. During *trans*-splicing each mRNA receives a common 5′-end exon, the spliced-leader (SL, 39 nucleotides in length in *Leishmania* and *Trypanosoma*), which has a uniquely modified 5′ *cap*, named *cap4* (Bangs et al., 1992; Martinez-Calvillo et al., 2010; Michaeli, 2011). Co-transcription of many genes producing mRNAs and proteins with different abundances and expression patterns means that most regulation of individual gene expression occurs through post-transcriptional mechanisms: mRNA maturation, mRNA half-life, translation efficiency and protein stability (Clayton, 2019; Karamysheva et al., 2020).

Translation initiation is an important site for regulation of protein synthesis in eukaryotes (Ali et al., 2017; Genuth and Barna, 2018). It usually starts with the eIF4F complex binding the 5′ cap of the mRNA. In mammals, eIF4F contains three subunits: eIF4E, which binds the m^7^GTP cap; eIF4G, a large polypeptide that acts as a scaffold, mediates interaction with a number of protein partners; and eIF4A, an RNA helicase that remodels mRNA secondary structures in the presence of ATP (Merrick, 2015; Hernández et al., 2020; Romagnoli et al., 2021). Similar eIF4F complexes are present in plants (Browning and Bailey-Serres, 2015; Castellano and Merchante, 2021), while in yeast eIF4F has been described as being constituted mainly of the eIF4E and eIF4G subunits alone (Lanker et al., 1992; Merrick, 2015), likely reflecting a looser association of eIF4A. Binding of eIF4F to the 5′ cap facilitates the recruitment of the small ribosomal subunit and other translation initiation factors, including the large eIF3 complex, to the mRNA. The small subunit then scans the mRNA 5′ untranslated region (UTR) until encountering the AUG initiation codon, a step that precedes the proper start of translation. eIF4F also binds to the poly-A binding protein (PABP), which itself binds the 3’ poly-A tail of the mRNA and can effectively circularize the mRNA and enhance subsequent rounds of translation (Hinnebusch, 2014; Shirokikh and Preiss, 2018).

While the ubiquitous presence of the eIF4F complex suggests that it arose before the last eukaryotic common ancestor, subsequently components have undergone expansions and/or divergence. For example, in the trypanosomatids there are six homologues of eIF4E (EIF4E1 to EIF4E6) and five of eIF4G (EIF4G1 to EIF4G5), all simultaneously expressed and none closely related to those found in better known eukaryotes (Dhalia et al., 2005; Freire et al., 2014a, 2014b; Tinti and Ferguson, 2022). In contrast, there is only a single eIF4A involved in translation (Dhalia et al., 2006). Until recently, the only two eIF4F complexes clearly implicated in translation initiation were those containing the pairings of EIF4E4 to EIF4G3 in one and EIF4E3 to EIF4G4 in the other. In *Trypanosoma brucei,* both sets of subunits were associated with polysomes, enhanced expression of a reporter mRNA in a tethering assay and are essential for proliferation in the developmental form present in mammals (bloodstream form: BSF). In contrast, there is evidence that EIF4E4 is not required for viability in the cultured developmental form from the tsetse fly midgut (procyclic culture form: PCF). However, these observations were made following RNAi mediated silencing as opposed to gene deletion (reviewed in Freire et al., 2017). RNAi followed by metabolic labelling has also implied a role for all four proteins during translation (Freire et al., 2011; Moura et al., 2015). In a second trypanosomatid lineage, *Leishmania* sp., both EIF4E4/EIF4G3 and EIF4E3/EIF4G4 complexes are associated with the eIF3 initiation complex (Zinoviev et al., 2012b; Meleppattu et al., 2015), further evidence for both being involved in translation initiation. Recently, indirect evidence implicated the EIF4E6/EIF4G5 complex in translation (Melo do Nascimento et al., 2020, 2021).

There has also been expansion of PABP paralogues in trypanosomatids, with three in *Leishmania* (PABP1 to PABP3) and two in *T. brucei* (PABP1 and PABP2) (Kramer et al., 2013). PABP1 binds mRNA populations distinct from those associated with either PABP2/PABP3 or PABP2 (da Costa Lima et al., 2010; Assis et al., 2021). In both *Leishmania* and *T. brucei*, PABP1 specifically co-precipitate EIF4E4 and EIF4G3, whereas *T. brucei* PABP2 co-precipitates a wider range of different eIF4E/eIF4G subunits (de Melo Neto et al., 2018; Zoltner et al., 2018). Importantly, *Leishmania* PABP1 interacts directly with EIF4E4: PAM2 motifs (12 amino acids in length and present in several PABP interacting proteins), within the unique N-terminus of EIF4E4, interact with the C-terminal, α-helical, MLLE domain of PABP1 (de Melo Neto et al., 2015; 2018; dos Santos Rodrigues et al., 2018).

Trypanosomatid species have undergone more than one hundred million years of separate evolution, and conservation of multiple eIF4E and eIF4G homologues (Bannerman et al., 2018) implies discrete functions in translation, and potentially novel mechanisms. However, no clearly defined functional distinctions have been found between the two most closely related complexes, based on EIF4E4/EIF4G3 and EIF4E3/EIF4G4. Studies in *Leishmania* identified the eIF4E and eIF4G pairings and associated PABP1 but no clearly defined specific protein partners could be assigned to either complex (Zinoviev et al., 2011, 2012b; Shrivastava et al., 2019a). Here we advance understanding of both EIF4E3/EIF4G4 and EIF4E4/EIF4G3 complexes through the identification of known and novel protein partners associated with both sets of subunits, as well as mRNA subpopulations specifically co-precipitated with EIF4E3 or EIF4E4. Possible functional redundancies were investigated after RNAi mediated depletion. Our study defines specific partners associated with each complex as well as different mRNA targets which may be associated with distinct modes of translational regulation.

## Materials and methods

### Cell culture and transfection

Procyclic *T. brucei* Lister 427 cells were cultured at 27°C in SDM-79 medium supplemented with fetal calf serum, haemin and antibiotics. Cultures were grown to mid-log phase for all procedures. For tagging the N-terminus of proteins by modifying the endogenous loci, transfections were performed as described previously (Hill et al., 1999) using PCR products consisting of a blasticidin resistance cassette followed by an enhanced Yellow Fluorescent Protein (eYFP) tag plus 80 bp targeting sequences at each end of the PCR product (list of primers in Supplementary Table S1). Trypanosomes are diploid and the remaining wild type allele was deleted by homologous replacement with an antibiotic resistance open reading frame. For the RNAi experiments, the *T. brucei* Lister 427 cell line expressing pSMOx (Poon et al., 2012) was used with p2T7-177-derived plasmids for depletion of EIF4E3, EIF4E4 or EIF4G4, as previously described (Freire et al., 2011; Moura et al., 2015). RNAi induction was performed by addition of 1 μg/ml tetracycline or doxycycline and all results shown are representative of at least three independent experiments.

### Western-blot methods and antibodies

Transfected cell lines were tested for eYFP-tagged protein expression and depletion after RNAi induction by western blotting. Cells were harvested and washed with SDM-79 medium without serum followed by resuspension of the cell pellet directly in SDS-PAGE sample buffer and heating for 5 min at 100°C. The cell extracts were resolved on 15% SDS-PAGE gels, transferred to a PVDF membrane and probed using affinity purified rabbit antisera for EIF4E3 or EIF4E4 or EIF4G3 or EIF4G4, all at 1:2000 dilutions (Freire et al., 2011; Moura et al., 2015) and HRP-conjugated goat anti-rabbit IgG (Jackson Immunoresearch) was used as the secondary antibody.

### Immunoprecipitation and mass spectrometry analysis

For initial identification of proteins that co-precipitated with the target complexes we used a set of procyclic cell lines expressing N-terminal tagged EIF4E3^eYFP/-^, EIF4E4^eYFP/-^, EIF4G3^eYFP/+^ and EIF4G4^eYFP/+^. The cells were grown to mid log phase, harvested in 100 mM KCl, 1 mM MgCl_2_, 50 mM Hepes pH 7.2, 5% glycerol, then disrupted using cryogenic grinding and purified as previously described (Field et al., 2012), using nanobodies from llama (clone LaG-16–G4S–LaG-2) coupled to Dynabeads M-270 epoxy (Invitrogen). Lysates from a cell line expressing the nuclear protein eYFP-DRBD4 (Tb927.11.14100) was used as a negative control. In a second approach, in order to evaluate whether EIF4E3 bound additional or alternative proteins in the absence of EIF4E4 and vice-versa, RNAi was induced for 48 h and cells were lysed by cavitation (Mureev et al., 2009), with IPs then performed using specific polyclonal antibodies (anti-EIF4E3 and anti-EIF4E4) coupled to Protein A Dynabeads (Invitrogen), following the manufacturer’s instructions. This generated the samples EIF4E3/RNAi EIF4E4 and EIF4E4/RNAi EIF4E3.

For all IPs, immunoprecipitated proteins were eluted directly into SDS-PAGE sample buffer and loaded unto denaturing SDS-PAGE gels, with the electrophoresis interrupted immediately after the proteins entered the resolving gel. After brief Coomassie Blue staining, the whole set of proteins was excised and submitted to mass spectrometry analyses in a LTQ Orbitrap XL EDT Thermo Scientific. All reported IPs were performed in biological triplicates, with the mass spectrometry data essentially normalized as previously described (Assis et al., 2021). For the IPs with the eYFP-tagged baits, for instance, a first normalization was performed considering the sum of all intensities for each of the samples analyzed together (15 samples considering the four proteins investigated plus the control) and using the highest sum to normalize the remaining samples. For each co-precipitated polypeptide, the averages from the normalized intensities were then calculated from the three replicates of each tagged protein. These averages were then used to calculate the enrichment ratio between each tagged eIF4E or eIF4G homologue and the negative control. A similar approach was used to process the samples from the RNAi experiment.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (Perez-Riverol et al., 2019) partner repository with the following dataset identifier: PXD033857. Reviewer account details are: username—; password -Lmg0kVPT.

### Microscopy analysis

Procyclic-form RNAi-induced cells, and non-induced controls, were harvested, washed with PBS, stained with DAPI and then directly observed using Zeiss LZSM510 META confocal microscope. Parasites submitted to these same experimental conditions were further analysed using transmission electron microscopy. The cells were fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.2, followed by post fixation for 30 min in 1% OsO_4_ in 0.1 M cacodylate buffer, dehydration in increasing concentrations of acetone and embedding in Epon (Polybed 812) resin. Ultra-thin sections were harvested on 300 mesh copper grids, stained with 5% uranyl acetate and 1% lead citrate, and observed with a FEI Tecnai Spirit transmission electron microscope. The images were randomly acquired with a CCD camera system (MegaView G2, Olympus, Germany).

### RNA co-precipitation and sequencing methods

For the cross-linking, immunoprecipitation and RNA sequence (CLIP-seq), 2.5 × 10^9^ EIF4E3 or EIF4E4 RNAi cells were induced for 48 h and exposed to UV crosslinking with three pulses of 300 mJ/cm^2^ UV light for 1 minute each. Non-induced cells were used as a control. Cells were then harvested and lysed using cavitation (Mureev et al., 2009). Targeted proteins were immunoprecipitated using Dynabeads (Invitrogen) coupled with rabbit immunopurified polyclonal antibodies produced against EIF4E3 or EIF4E4. Co-precipitated RNAs were extracted with the RNAeasy extraction Kit (Qiagen) and quantified on a Qubit 2.0 fluorochemical apparatus (Thermo Fisher) with the HS Assay Kit RNA reagent (Thermo Fisher). cDNA libraries were made with the TruSeq Stranded mRNA Library Prep Kit system (Illumina Inc.) and validated using the KAPA Library Quantification Kit and by agarose gel. Sequencing was carried out in the MiSeq platform with the MiSeq Reagent Kit v3 cartridge 150 cycles (Illumina), with the data analyzed by FastQC to check for quality, followed by removal of low-quality sequences (Phred <20 and size smaller than 40 pb) using Trimmomatic 0.36 (http://www.usadellab.org/cms/?page=trimmomatic). The STAR program (Dobin et al., 2013) was used to map the sequences to the *T. brucei* genome (TriTrypDB-40_TbruceiTREU927_Genome.fasta) and to count the number of reads. The identification of differentially expressed genes was performed using number of transcripts per million as the measure of transcript abundance (Wagner et al., 2012). A minimum of 50 reads per transcript value (average of three biological replicates) were used and a minimum of 2-fold enrichment over the negative control (Log_2_ (I Ratio) >1) was considered. The sequenced data has been deposited at https://www.ncbi.nlm.nih.gov/geo/ with the following accession number: GSE206064.

For the SOLiD RNA-seq analysis, immunoprecipitations and RNA extractions were performed as previously described (Holetz et al., 2010). In brief, *T. brucei* cytoplasmic extracts (equivalent to 1 × 10^9^ cells) were incubated with approximately 0.1 mg of protein A sepharose beads previously linked to affinity purified polyclonal antibodies raised against EIF4E3 or EIF4E4, for 1 h, at 4°C, in the presence of 200 U/ml of RNAseOUT. As a control, cytoplasmic extracts were incubated with the beads in the absence of antibodies. Beads were washed three times with IPM2 buffer (KCl, 100 mm; MgCl_2_, 5 mm; Hepes, 10 mm, pH 7.0; protease inhibitors, 1:100; RNase OUT, 200 U/ml); Nonidet P40, 1%). Co-precipitated RNAs were extracted with the RNAeasy extraction Kit (Qiagen) as described above. The experiments were performed in triplicate and the immunoprecipitated RNA fraction was analyzed by deep sequencing on a Life Technologies SOLiD4 equipment. The data were analyzed using CLC Genomics Workbench 5, and the reads trimmed on the basis of quality, using a threshold phred score of 15. The genome used for mapping was the TriTrypDB v. 4.0 (Tbrucei427Genomic_TriTrypDB-4.0. fasta) and the alignment performed with the following parameters: additional upstream and downstream sequences of 100 bases; minimum number of reads, 10; maximum number of mismatches, 2; nonspecific match limit, -2. We selected possible targets of EIF4E3 and EIF4E4 with the β binomial statistical test (Baggerly’s test) with a *p-value* corrected FDR of ≤1%, a minimum RPKM value of 50 and considering a minimum of 2-fold enrichment over the negative control (Log_2_ (I Ratio) >1).

## Results

### Single alleles of EIF4E3 and EIF4E4 support cell growth but both copies of EIF4G3 and EIF4G4 are required

To systematically investigate the composition of the *T. brucei* EIF4E3/EIF4G4 and EIF4E4/EIF4G3 complexes and identify differences which may reflect distinct functional properties, we first sought to identify further proteins associated with the two complexes. To achieve this, we performed parallel experiments with both eIF4E and both eIF4G subunits from each complex. Each protein was tagged at the N-terminus with enhanced yellow fluorescent protein (eYFP) by modification on an endogenous allele. Trypanosomes are diploid and for the two eIF4Es, the second allele was deleted leaving cells with only a tagged eIF4E (Figure 1A). The absence of the native EIF4E3/EIF4E4 proteins was confirmed by western blot analysis using antibodies against the corresponding native proteins (Figure 1B). The resulting single allele EIF4E3^-/eYFP^ and EIF4E4^-/eYFP^ cell lines proliferated at the same rate as wild type cells. For the eIF4Gs, one allele was successfully modified to express an eYFP tagged protein. However, after several gene deletion attempts using two different selectable markers, deletion of the second allele could not be achieved. The same occurred when deletion of a single allele of either eIF4G was attempted in wild type cells; no cell lines with a single deletion were recovered. These observations are compatible with the eYFP-tagging of both eIF4Es not affecting function, but they also suggest haplo-insufficiency for both eIF4G homologues, with the tagging also not significantly interfering with their functions. Western blotting confirmed the expression of the tagged eIF4E proteins in the transfected cell lines and the absence of the native proteins (Figure 1B). However, in the case of eIF4Gs, the presence of the tagged protein led to a reduction in levels of the corresponding native protein. A reduction in native EIF4G3 and EIF4G4 levels has also been seen previously after ectopic expression of these TY-tagged proteins (Moura et al., 2015), reinforcing a strict requirement regarding the levels of the two eIF4G homologues. For EIF4G3, at least, this is also compatible with the RNAi depletion experiments where minor reductions in levels were associated with extensive growth inhibition, indicating a lack of tolerance to changes in abundance. Quantitation of the levels of EIF4E4 and EIF4G3 found them to be roughly equivalent, with EIF4E3 estimated to be 10-fold more abundant than EIF4G4 (Moura et al., 2015). These differences in levels between EIF4E3 and EIF4G4 are reminiscent of those seen between the yeast eIF4E/eIF4G1 pair (von der Haar and McCarthy, 2002), although recent quantitative mass spectrometry results suggest that the two *T. brucei* proteins may be also present at similar levels (Tinti and Ferguson, 2022).

**FIGURE 1:**
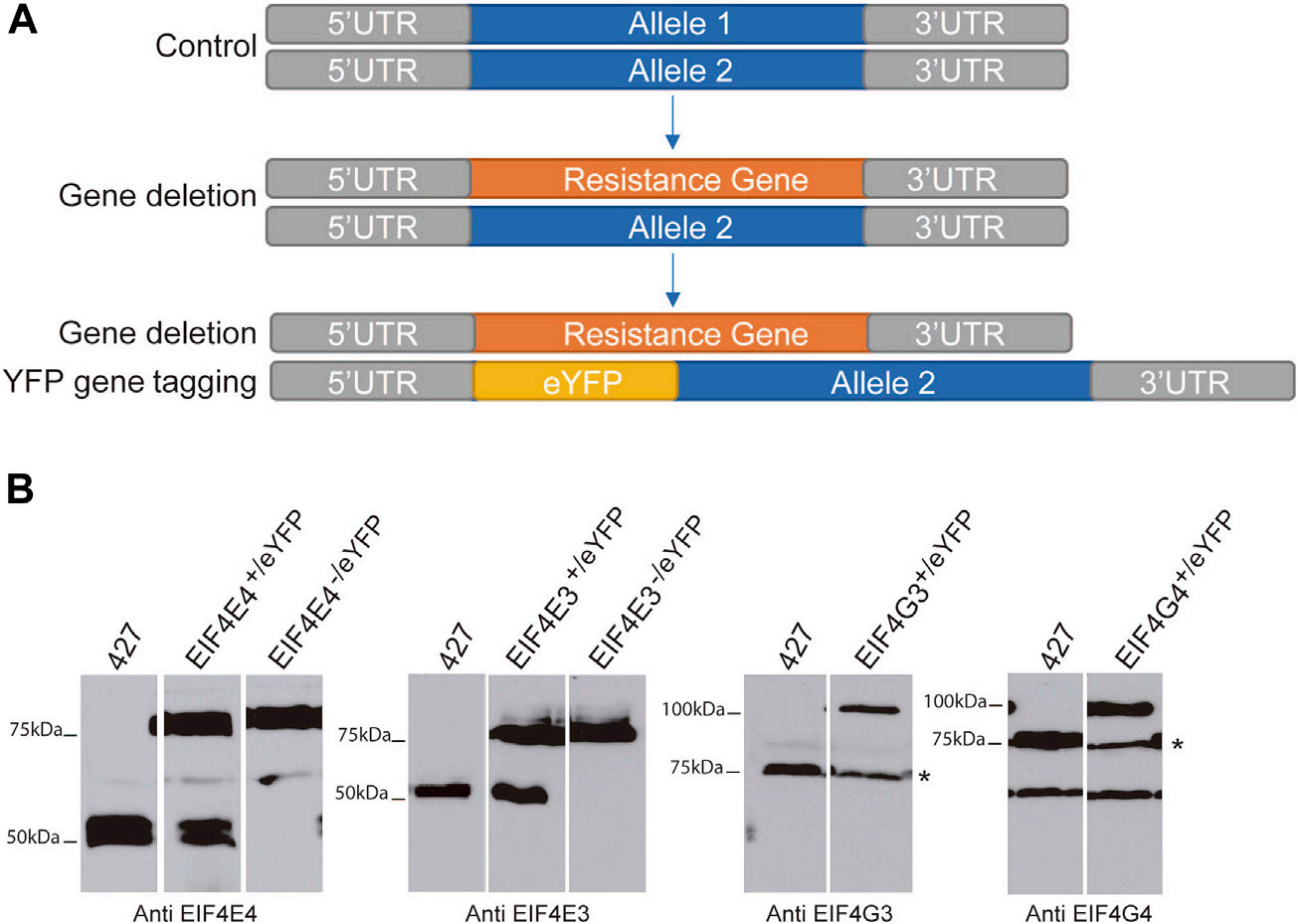
Expression of eYFP-tagged EIF4E3, EIF4E4, EIF4G3 and EIF4G4 proteins. **(A)** Representative scheme of eYFP-tag addition in target genes. **(B)** Immunodetection of the four eYFP-tagged proteins using cytoplasmic extracts from the various *T. brucei* cell lines generated as well as from cells lacking eYFP-tagged proteins (427—Lister 427 procyclic cells). The asterisk for the eIF4G blots indicates the endogenous EIF4G3 and EIF4G4 bands. For EIF4G4, a non-specific band of lower molecular weight, a product of cross-reaction with the antibodies used, is also seen. All the separated lanes shown in the different panels are from the same blot and with the same exposure. Numbers on the left indicate the sizes of molecular weight markers (in kiloDaltons).

### Defining the interactomes for the EIF4E4/EIF4G3 and EIF4E3/EIF4G4 complexes

To identify proteins associated with the EIF4E4/EIF4G3 and EIF4E3/EIF4G4 complexes, we prepared lysates by cryo-milling cells from the cell lines expressing the eYFP tagged proteins and used anti-GFP-antibody-coupled beads to immunoprecipitate the tagged baits and associated proteins. We deliberately did not add RNAse in order to maintain complexes or associations which required the presence of RNA. As a negative control, a cell line expressing an eYFP-tagged nuclear protein, DRBD4 (Tb927.11.14100), was used. After immunoprecipitation and elution (Supplementary Figure S1), all samples were submitted for mass spectrometry analysis. Normalized intensities derived from the various co-precipitated proteins from sets of three replicates, and with a minimum of two peptides found in at least two replicates, were then used to generate lists of proteins enriched 2-fold or more with each tagged protein in comparison to the negative control (Supplementary Table S2). Overall, a much larger set of co-precipitated proteins were enriched with the two eIF4G homologues (196 with EIF4G3; 52 with EIF4G4) when compared to their corresponding eIF4E partners (20 with EIF4E3; 51 with EIF4E4). This was expected due to the known roles of eIF4Gs in mediating protein-protein interactions. Nevertheless, the EIF4E4/EIF4G3 subunits were also generally enriched with a larger number of proteins than their counterparts from the EIF4E3/EIF4G4 complex.

To facilitate the identification of co-precipitated proteins functionally relevant for the EIF4E3/EIF4G4 pair, as well as for EIF4E4, those with enrichment ratios greater than 4-fold relative to the negative control were grouped according to putative functions, as shown in Tables 1–3. For EIF4G3, since the number of proteins co-precipitating was higher, only the top-most enriched proteins with an enrichment ratio greater than 8-fold are shown in Table 4. A direct comparison of the same sets of proteins is shown in Figure 2. The mass spectrometry results confirm the co-precipitation of the two pairs of eIF4E and eIF4G subunits, consistent with the two distinct eIF4F complexes previously reported (see Introduction). For the EIF4E3/EIF4G4 complex, both subunits were among those most enriched for the corresponding partner (Figure 2, Tables 1, 2). However, none of the six co-precipitated proteins substantially enriched with EIF4E3 (>4-fold) were also found enriching with EIF4G4 only. Three of those were found only with EIF4E3: the cytoskeleton assembly protein (CAAP1), a Zinc-Finger RNA-binding protein (ZC3H18) and a nuclear protein involved in the biosynthesis of the 60S large ribosomal subunit (Midasin or MDN1). The three others, EIF4G4 as well as the enzyme phosphofructokinase and the ribosomal protein RPS15, were also found, albeit with lower enrichments, with EIF4E4 and/or EIF4G3. Indeed, even when the whole set of proteins with lower enrichments are considered (based on the data from the Supplementary Table S2), only two proteins co-precipitated with EIF4E3/EIF4G4 only: the uncharacterized Tb927.11.2250 and the zinc-finger ZC3H21. Seventy-five percent (15/20) of the proteins enriched with EIF4E3 with >2-fold were not found enriched with any of the other tagged proteins. In contrast, less than 20% (10/52) of the proteins enriched for EIF4G4 were exclusively enriched with this subunit, with the most enriched protein being an uncharacterized protein having a Nuclear Factor 2 domain (NTF2; Tb927.10.2240). Remarkably, more than 70% (38/52) of the proteins enriched with EIF4G4 are also enriched with EIF4G3 and ∼31% (16/52) also with EIF4E4.

**TABLE 1:** Most enriched proteins co-precipitated with the eYFP-tagged EIF4E3 in *Trypanosoma brucei* procyclic cells.

TriTrypDB Accession	Protein ID	Name	Description	Protein Intensity	Ratio
**Bait**					
Tb927.11.11770	Q383A4	EIF4E3	Eukaryotic translation initiation factor 4E-3	8 × 10^8^	653.25
**Translation initiation factors**					
Tb927.11.10560	Q383M3	EIF4G4	Eukaryotic translation initiation factor 4G type 4	2.1 × 10^8^	172.19
**Ribosomal Proteins**					
Tb927.7.2340	Q57XN7	RPS15	40S ribosomal protein S15	1.6 × 10^7^	4.14
**RNA binding proteins**					
Tb927.7.2140	D6XKD1	ZC3H18	Zinc finger protein family member	2.7 × 10^7^	6.65
**Intracellular transport and cell motility**					
Tb927.10.1450	Q38C95	CAAP1	Centrin arm-associated protein 1	6.2 × 10^7^	7.2
**Enzyme**					
Tb927.3.3270	D6XDN4	PFK	ATP-dependent 6-phosphofructokinase	6.6 × 10^7^	6.37
Tb927.1.880	Q4GZD0	MDN1	Midasin	4.8 × 10^6^	15.84

The table lists proteins co-immunoprecipitated with eYFP-EIF4E3 with an enrichment ratio >4 in comparison to the negative control, eYFP-DRBD4, and classified according to selected functional categories (defined in bold). The ratio column represents the average enrichment ratios.

**TABLE 2:** Most enriched proteins co-precipitated with the eYFP-tagged EIF4G4 in *Trypanosoma brucei* procyclic cells.

TriTrypDB Accession	Protein ID	Name	Description	Protein Intensity	Ratio
**Bait**					
Tb927.11.10560	Q383M3	EIF4G4	Eukaryotic translation initiation factor 4 gamma 4	2.2 × 10^7^	17.36
**Translation initiation factors**					
Tb927.11.11770	Q383A4	EIF4E3	Eukaryotic translation initiation factor 4E-3	1.4 × 10^8^	117.66
**Ribosomal Proteins**					
Tb927.9.5690	Q38EY6	RPLP2	60S acidic ribosomal protein P2	2.9 × 10^7^	4.51
Tb927.10.7340	Q38AM9	RPS24	40S ribosomal protein S24	1.4 × 10^7^	7.42
Tb927.9.5150	Q38F38	RPS6/NH2	40S ribosomal protein S6	4.1 × 10^5^	∞
**RNA binding proteins**					
Tb927.8.750	Q57YF6	NOPP44/46-2	Nucleolar RNA-binding protein	1.2 × 10^6^	5.25
Tb927.6.4530	Q587B9	RBP17	RNA-binding protein 17	9.8 × 10^5^	∞
**Intracellular transport and cell motility**					
Tb927.11.13020	Q382N3	CALM	Calmodulin	6 × 10^7^	7.04
**Enzymes**					
Tb927.3.3270	D6XDN4	PFK	ATP-dependent 6-phosphofructokinase	4.7 × 10^7^	4.49
Tb927.3.3450	Q57XJ5	ARL3A	ADP-ribosylation factor-like protein 3A	1.4 × 10^7^	4
Tb927.11.8970	Q384D1	RPIA	Ribose 5-phosphate isomerase	1.1 × 10^7^	14.08
Tb927.10.2010/Tb927.10.2020	Q38C41/Q38C42	HK1/HK2	Hexokinase	9.5 × 10^6^	4.3
Tb927.7.4520	Q57X68	TXNL	Thioredoxin-like	8.1 × 10^6^	7.45
Tb927.7.4390	Q57X55	THR	Threonine synthase	5.8 × 10^6^	5.63
Tb927.10.2530	Q38BZ2	ADKF	Adenylate kinase	3.1 × 10^6^	5.6
Tb927.7.840	Q57VT0	ATP5M	Mitochondrial ATP synthase subunit	1.6 × 10^6^	6.9
**Uncharacterized Proteins**					
Tb927.11.2250	Q386T4	CP2250	Conserved protein, unknown function *	10^7^	4.78
Tb927.10.2240	Q38C20	NTF2	Nuclear transport factor 2 (NTF2) domain protein *	1.5 × 10^6^	9.86

The proteins are listed as described for Table 1. The symbol ∞ is used for those proteins where the enrichment ratios could not be defined due to their intensities in the control samples (DRBD4) being zero. The symbol * indicates uncharacterized proteins found to stimulate expression in a tethering assay (Erben et al., 2014).

**TABLE 3:** Most enriched proteins co-precipitated with the eYFP-tagged EIF4E4 in *Trypanosoma brucei* procyclic cells.

TriTrypDBAccession	Protein ID	Name	Description	Protein Intensity	Ratio
**Bait**					
Tb927.6.1870	Q585M4	EIF4E4	Eukaryotic translation initiation factor 4E-4	2.4 × 10^8^	42.94
**Translation initiation factors**					
Tb927.9.9290	Q38E63	PABP1	Polyadenylate-binding protein	5.6 × 10^8^	78.57
Tb927.9.4680	Q38F76	EIF4AI	Eukaryotic initiation factor 4A-1	3.3 × 10^8^	9.17
Tb927.8.4820	Q57UX0	EIF4G3	Eukaryotic translation initiation factor 4 gamma 3	1.4 × 10^8^	120.96
**Ribosomal Proteins**					
Tb927.10.14580	Q385T6	RBL17	60S ribosomal protein L17	1.2 × 10^7^	11.53
Tb927.6.5120	Q586I4	RPLP2	60S acidic ribosomal protein P2	1.1 × 10^7^	5.32
Tb927.10.1100	Q38CD0	RPL9	60S ribosomal protein L9	5.1 × 10^7^	4.03
**RNA binding proteins**					
Tb927.10.11270	Q389L2	RBP23	RNA-binding protein 23	4.2 × 10^7^	124.04
Tb927.11.13280	Q382K8	gBP25	Guide RNA binding protein 25	3.6 × 10^7^	7.92
**Intracellular transport and cell motility**					
Tb927.3.3450	Q57XJ5	ARL3A	ADP-ribosylation factor-like protein 3A	2.1 × 10^7^	6.14
Tb927.3.5550	Q580S0	IFT27	Intraflagellar transport protein 27	2.4 × 10^6^	6.57
Tb927.11.15230	Q381R2	ERP1	Emp24-related protein 1	2.2 × 10^6^	16.06
**Enzymes**					
Tb927.11.13020	Q382N3	CALM	Calmodulin	4.4 × 10^7^	5.17
Tb927.11.8970	Q384D1	RPIA	Ribose 5-phosphate isomerase	5.3 × 10^6^	6.74
Tb927.7.4520	Q57X68	TXNL	Thioredoxin-like	10^7^	9.27
Tb927.7.840	Q57VT0	ATP5M	Mitochondrial ATP synthase subunit	4.2 × 10^6^	18.22
Tb927.7.1110	Q57WT9	ASNS	Asparagine synthetase a	3.2 × 10^6^	4.49
**Chaperones**					
Tb927.10.5770	Q38B27	VCP/CDC48	Valosin-containing protein, CDC48	5.7 × 10^6^	67.91
Tb927.3.3330	Q57V53	HSP20	Heat shock protein 20	5.2 × 10^6^	4.52

The proteins are listed as described for Table 1

**TABLE 4:** Most enriched proteins co-precipitated with the eYFP-tagged EIF4G3 in *Trypanosoma brucei* procyclic cells.

TriTrypDB Accession	Protein ID	Name	Description	Protein Intensity	Ratio
**Bait**					
Tb927.8.4820	Q57UX0	EIF4G3	Eukaryotic translation initiation factor 4 gamma 3	6.6 × 10^7^	57.11
**Translation initiation factors**					
Tb927.6.1870	Q585M4	EIF4E4	Eukaryotic translation initiation factor 4E-4	9.6 × 10^7^	17.15
Tb927.9.9290	Q38E63	PABP1	Polyadenylate-binding protein 1	5.9 × 10^7^	8.32
Tb927.11.11590	Q383C1	EIF3E	Eukaryotic translation initiation factor 3 subunit E	1.6 × 10^6^	∞
**Ribosomal Protein**					
Tb927.10.7340	Q38AM9	RPS24	40S ribosomal protein S24	3.1 × 10^7^	16.92
**RNA binding proteins**					
Tb927.6.2200	Q584T6	PARK7	DJ-1 family protein	5.9 × 10^6^	17.76
Tb927.10.11270	Q389L2	RBP23	RNA-binding protein 23	2.9 × 10^6^	8.7
**Intracellular transport and cell motility**					
Tb927.2.4580	Q586Q9	UNC119	UNC119	7.3 × 10^6^	124.9
Tb927.3.860	Q57WW9	ACP	Acyl carrier protein	4.8 × 10^6^	34.14
Tb927.11.13650	Q382H2	CYB5	Cytochrome b5	2.5 × 10^6^	28.45
Tb927.10.2190	Q38C25	DUFF667	DUFF667	1.2 × 10^6^	35.76
**Proteases and peptidases**					
Tb927.10.6030	Q38B02	PSA1	Proteasome subunit alpha type 1	5.6 × 10^6^	12.49
Tb927.3.3410	Q57V45	DNPEP	Aspartyl aminopeptidase	2.8 × 10^6^	18.95
Tb927.5.1930	Q57ZR2	SPCS	Signal peptidase subunit	2.1 × 10^6^	61.43
**Other enzymes**					
Tb927.7.4520	Q57X68	TXNL	Thioredoxin-like	1.7 × 10^7^	16.25
Tb927.11.8970	Q384D1	RPIA	Ribose 5-phosphate isomerase	1.7 × 10^7^	21.98
Tb927.7.4480	Q57X64	HNT1	Adenosine 5-monophosphoramidase	7.5 × 10^6^	20.16
Tb927.10.5760	Q38B28	ADKF	Adenylate kinase	5.4 × 10^6^	9.74
Tb927.5.1710	Q57ZP0	P18	ATP synthase F1 subunit p18, mitochondrial	4.8 × 10^6^	∞
Tb927.7.840	Q57VT0	ATP5M	Mitochondrial ATP synthase subunit	2.6 × 10^6^	11.26
Tb927.8.5600	Q57X22	TALDO	Transaldolase	2.6 × 10^6^	37.99
Tb927.10.6950	Q4FKJ2	SMT	Sterol 24-c-methyltransferase	2 × 10^6^	18.04
Tb927.7.2710	Q57Y81	CYB5R	NADH-cytochrome b5 reductase	1.8 × 10^6^	14.25
Tb927.8.690	Q57YG1	PIN1	Peptidyl-prolyl cis-trans isomerase	1.4 × 10^6^	8.11
Tb927.7.1300	Q57WS0	PDI	Protein disulfide isomerase	1.2 × 10^6^	124.48
**Uncharacterized Protein**					
Tb927.7.4530	Q57X69	UCP4530	Uncharacterized protein, conserved	6.4 × 10^6^	25.47

The proteins are listed as described for Table 1, but with enrichment ratios >8 and intensities >10^6^.

**FIGURE 2:**
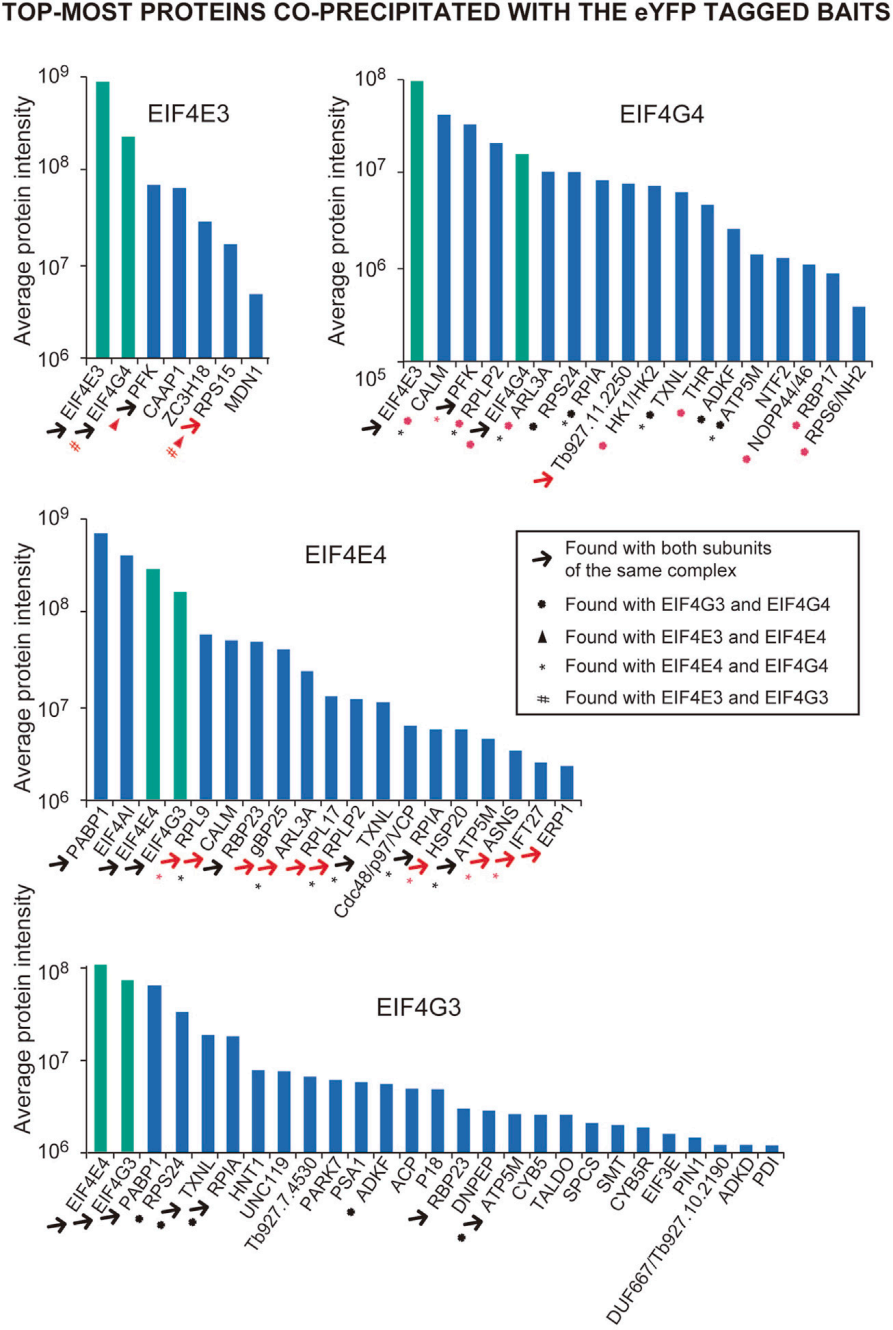
Overview of the top-most proteins co-precipitated with the eYFP tagged EIF4E3, EIF4E4, EIF4G3 and EIF4G4 in Trypanosoma brucei procyclic cells. Bar charts highlighting the proteins listed in Tables 1–4 and with enrichments relative to the negative control > 4-fold (for EIF4E3, EIF4E4 and EIF4G4) or >8-fold and with intensities greater than 10^6^ (for EIF4G3). The four proteins directly investigated here are highlighted by the green bars. The different symbols are indicated within the box, with symbols colored in black generally indicating that the proteins co-precipitating with the corresponding pair are among those shown in Tables 1–4, while the red color indicates those that are also present with the protein pair with a lower enrichment (<4 and >1.5; shown in the Supplementary Tables S2–S5). The differences in intensities seen for the four baits may, to some extent, reflect differences in abundance between them.

A different pattern emerges for the EIF4E4/EIF4G3 complex (Figure 2, Tables 3, 4), with four proteins found among those most enriched for these two subunits but which are not enriched with either EIF4E3 or EIF4G4. These include both the EIF4E4 and EIF4G3 subunits as well as PABP1 and RBP23, an RNA-binding protein first identified as enriched with *Leishmania* and *T. brucei* PABP1 (de Melo Neto et al., 2018; Zoltner et al., 2018) and subsequently found to bind directely to PABP1 *in vitro* (Assis et al., 2021). One other protein found among those most enriched with EIF4E4 was also found enriched with EIF4G3 only, though with a lower enrichment than required for inclusion in Figure 2: ERP1, one of eight Emp24-related proteins found in *T. brucei*, proteins known to interact with the cytosolic coat protein (COP) complexes and with roles associated with endoplasmic reticulum mediated export (Kruzel et al., 2017). Despite a larger set of proteins enriched with EIF4E4, in comparison with EIF4E3, a smaller proportion of those, or ∼35% (18/51), were not found enriched >2-fold with any of the other tagged proteins (Supplementary Table S2). In fact, roughly 60% of the proteins enriched with EIF4E4 were also enriched with its main partner EIF4G3 (31/51), with one-third also enriched with EIF4G4 (17/51). In contrast, no proteins are enriched with EIF4E4 and EIF4E3 only. The topmost protein by far specifically associated with EIF4E4 (>65-fold enrichment) was the CDC48/VCP (valosin-containing protein), an eukaryotic/archaean ATPase chaperone with roles in protein and organelle degradation, cell-cycle regulation and cell signaling (Barthelme and Sauer, 2016). Regarding EIF4G3, roughly 70% of the enriched proteins were not found enriched with the remaining three proteins investigated here (Supplementary Table S2). The topmost EIF4G3-specific proteins include UNC119, known to participate in the intraflagellar transport of lipidated proteins (Pandey et al., 2020), the uncharacterized Tb927.7.4530, and a homologue of the human PARK7 (DnaJ-1) chaperone. A large number of enzymes were also seen substantially enriched mainly with EIF4G3, but sometimes also with EIF4G4 or the two eIF4E homologues, although any functional relevance of their co-precipitation with the tagged proteins remains to be determined. Overall, the profile of proteins co-precipitating with the eYFP-tagged baits confirms the conservation and integrity of the EIF4E3/EIF4G4 and EIF4E4/EIF4G3 complexes and the specific association of EIF4E4/EIF4G3 with PABP1, RBP23 and possibly EIF4AI.

### Functional assessment and pair-wise comparison of proteins co-precipitating with the EIF4E4/EIF4G3 and EIF4E3/EIF4G4 complexes

For a clearer understanding of functional roles and possible distinctions between the two complexes, we compared the larger set of proteins co-precipitated with EIF4E3/EIF4G4 and EIF4E4/EIF4G3 using the >2-fold enrichment criteria (Supplementary Table S2). Selected proteins were grouped according to known functional features and possible links to eIF4F function (summarized in Figure 3A). Although the EIF4E3, EIF4E4 and EIF4G4 baits only co-precipitated the corresponding eIF4E/eIF4G partners, EIF4G3 also pulled down EIF4G4. EIF4AI, the third subunit of eIF4F, was clearly associated with EIF4E4, with no enrichment seen with the other EIF4E3/EIF4G4 complex, while PABP1 was the only PABP homologue specifically enriched with the EIF4E4/EIF4G3 pair in comparison with the negative control. When other translation initiation factors were investigated, several of those were seen enriched with EIF4G3, including EIF1A and eIF3 subunits (Figure 3A). EIF4G3 was also seen to co-precipitate many other proteins directly involved with translation, including elongation factors, aminoacyl-tRNA synthetases and a larger number of ribosomal proteins. Several RNA-binding proteins were also seen to be differentially enriched with the different tagged proteins, including some with a clear association with subunits belonging to one of the two complexes. As described above, RBP23 was clearly associated with both EIF4E4 and EIF4G3, but other RNA-binding proteins (RBP16, RBP28, NRBD2, gBP25, GRBC1 and ALBA2), the zinc-finger protein ZC3H41 and the RNA helicase DHH1 were also found with either of these subunits, albeit with more reduced enrichments. In contrast, RRM1, RBP8, SCD6, NTF2 and the zinc-fingers ZC3H18 and ZC3H21 were found enriched with either or both subunits of the EIF4E3/EIF4G4 complex, while both eIF4Gs were associated with RBP17 and NOPP44/46-2.

**FIGURE 3:**
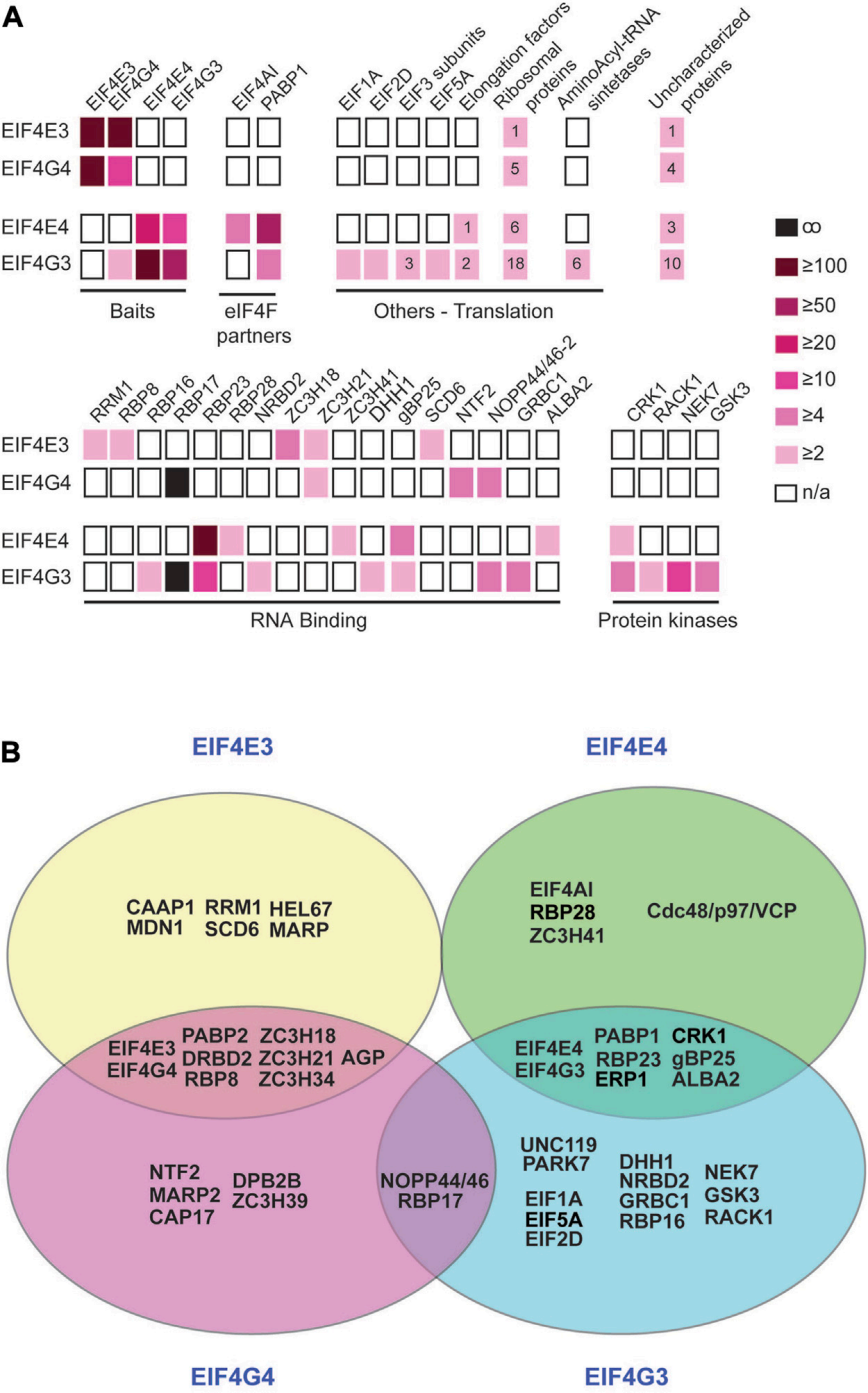
Comparative overview of selected proteins co-precipitated with the EIF4E3/EIF4G4 and EIF4E4/EIF4G3 complexes. **(A)** Proteins co-immunoprecipitated with each of the two sets of eIF4E and eIF4G homologues and belonging to selected functional categories are represented by boxes coloured according to the enrichment ratios derived from Supplementary Table S2. The numbers inside the boxes indicate the number of subunits of the named complex (including ribosomes) that have equivalent enrichment ratios. **(B)** Venn diagram summarizing the major results derived from the analyses shown in **(A)** and in the Supplementary Figure S2. Proteins co-precipitated with individual subunits or with the eIF4E or eIF4G pairs are also represented. Most enzymes and hypothetical proteins we opted to exclude since their functional roles in translation and/or mRNA metabolism, if any, remain to be defined. For clarity and simplification, ribosomal proteins and other factors known to be required for translation per se were also not included, as well as many of the proteins found to be exclusively co-precipitated with EIF4G3.

DRBD4, the protein used as negative control for the immunoprecipitations here, was chosen as a negative control due to its nuclear localization (Goos et al., 2017). However, DRBD4 is an mRNA-associated protein (Stern et al., 2009), so that any protein that binds to the mRNAs prior to their export to the cytoplasm, and co-precipitates with DRBD4, could be missed from our analyses. To extend our analysis of proteins specifically associated with the complexes, we compared pairwise the two sets of eIF4E and eIF4G homologues (Supplementary Table S3). These analyses revealed additional proteins enriched with both subunits of the EIF4E3/EIF4G4 complex in comparison with the EIF4E4/EIF4G3 pair (Supplementary Figure S2). These include a very large protein of unknown function and mainly consisting of a large number of 24 amino acids repeats (AGP; Tb927.4.2070), as well as PABP2 and RNA-binding proteins such as DRBD2 and the zinc-finger protein ZC3H34. There are also enrichments of the DEAD-Box helicases HEL67 and DBP2B with EIF4E3 and EIF4G4, respectively. In this analysis, no additional proteins were identified as being associated with EIF4E4/EIF4G3. Figure 3B summarizes selected proteins that might be of interest in further studies and which are most likely to have specific roles associated with the two eIF4F-like complexes investigated, based on the analyses reported here. This selection is validated by the presence with EIF4E4/EIF4G3 of EIF4AI, PABP1, RBP23 and CRK1, proteins previously known to be associated with this complex from work with *T. brucei* and/or *Leishmania* (Moura et al., 2015; An et al., 2018; de Melo Neto et al., 2018; Zoltner et al., 2018; Assis et al., 2021). It is also reinforced by the specific co-precipitation with the EIF4E3/EIF4G4 pair of proteins previously found with the *T. brucei* PABP2, such as DRBD2 and ZC3H39 (Zoltner et al., 2018).

### Steady state levels of EIF4E3 and EIF4G4 are necessary for maintenance of cell morphology

RNA interference-mediated depletion of both EIF4G3 and EIF4G4 in *T. brucei* procyclic cells has been previously shown to lead to loss of cell viability and, for EIF4G3, inhibition of translation (Moura et al., 2015). In contrast, depletion of EIF4E3 and EIF4E4 led to markedly different outcomes, with knock down of EIF4E3 resulting in a loss of cell viability in both procyclic and bloodstream cells, while EIF4E4 depletion in procyclic cells did not cause any major effects in cell growth, although the viability in bloodstream forms is impaired (Freire et al., 2011). The induction of EIF4G4 RNAi also caused a distinct phenotype characterized by aberrant cells with round shape and multiple nuclei and flagella (Moura et al., 2015). A similar phenotype was more recently described after the single knockout of EIF4E3 in *Leishmania* (Shrivastava et al., 2019b). The similarity between the morphological alterations seen after RNAi of EIF4E3 and its EIF4G4 partner led us to further characterize the phenotype here. First, we performed parallel RNAi experiments to evaluate the effect of depletion of EIF4E3 and EIF4G4, and how this affected the expression of the EIF4E4/EIF4G3 complex. As expected, both knockdowns led to loss of viability with a somewhat stronger phenotype seen following the EIF4G4 RNAi (Figure 4A). When the expression of individual subunits was assessed by western blot analysis, knockdown of EIF4E3 led to a reduction of its levels starting 24 h after RNAi induction but substantially more effective at the 48 h time point. Depletion of EIF4E3 was accompanied by a substantial reduction in EIF4G4 levels, noticeable 48 and 72 h after the start of RNAi. In contrast, depletion of EIF4E3 led to an increase in the levels of EIF4E4, despite no equivalent changes seen for its partner EIF4G3. When the EIF4G4 RNAi was evaluated, depletion of EIF4G4 was very significant even at the 24 h time point but it was not accompanied by any substantial loss of EIF4E3, nor major changes in the EIF4E4/EIF4G3 levels. These results indicate a tight link between the levels of EIF4G4 with those of EIF4E3, as seen after EIF4E3 depletion. However, EIF4E3 levels were unaffected by EIF4G4 depletion, perhaps due to the levels of EIF4E3 being 10-fold higher than those of EIF4G4 (Freire et al., 2011; Moura et al., 2015).

**FIGURE 4:**
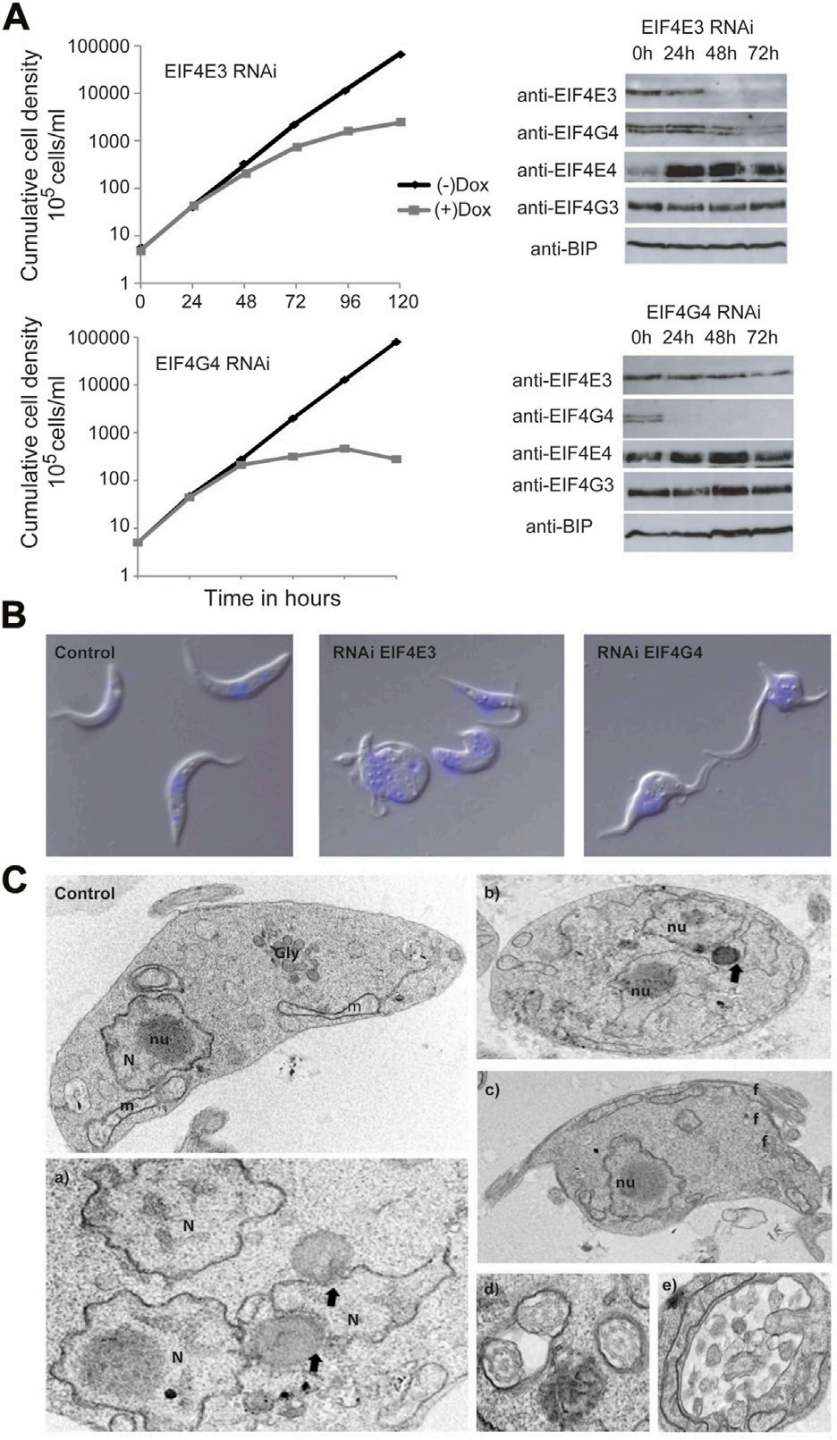
Analysis of the EIF4G4 depletion effects in cell morphology **(A)** Representative growth curves of *T. brucei* procyclic cells submitted to the EIF4E3 and EIF4G4 RNAi after 24, 48, and 72 h Doxycycline induction (+Dox) and without RNAi induction (-Dox). Western blots using the polyclonal antibodies anti-EIF4E3, anti-EIF4E4, anti-EIF4G4 and anti-EIF4G3 in the RNAi induced cell lines. Anti-BIP was used as a loading control. **(B)** Confocal microscopy of *T. brucei* procyclic cells with the EIF4E3 RNAi after 48 h of induction with Doxycycline. Cells with an aberrant phenotype consisting of multiple nuclei and flagella can be observed in the RNAi samples. In blue, DNA stained with DAPI. **(C)** Electron microscopy of T. brucei procyclic cells after 48 h of EIF4G4 RNAi induction. Control—T. brucei procyclic cell without RNAi induction, showing the preserved organelles: nucleus (N) and nucleolus (nu), glycosome (Gly) and mitochondrion (m). a) and b) Cells displaying multiple nuclei (N) and disintegration of the nucleolus. Black arrows pointing membrane bridges between nuclear envelope membrane and lipid-like inclusions. c) Cell exhibiting multiple flagella (f). d) Multiple flagella in the same flagellar pocket. e) Atypical exocytic activity in the flagellar pocket.

We also monitored changes in morphology induced by the two sets of RNAi knockdowns. First, (Figure 4B), cells with similar morphological alterations were seen using light microscopy for both EIF4E3 and EIF4G4 knockdowns, albeit the incidence of affected cells was different (Supplementary Figure S4). For EIF4E3 silencing, 5%–9% of cells were aberrant (with a round shape and/or having multiple flagella) 48 h after RNAi induction, increasing to ∼25% at 72 h and 30%–35% aberrant cells at 120 h. In contrast, for EIF4G4, ∼45% of the cells had an aberrant phenotype 48 h after RNAi induction, with over 60% at the 120 h time point. While EIF4E3 depletion induces a more limited effect than EIF4G4, it is noteworthy that the aberrant phenotype for the cells with the EIF4E3 RNAi coincides not only with a decrease in EIF4E3 abundance but also with a decrease in the levels of EIF4G4, as seen with the expression analysis. This observation raises the possibility that the changes in morphology seen after the EIF4E3 RNAi may be related to the reduction in EIF4G4 levels.

Ultrastructural analysis by transmission electron microscopy of cells after EIF4G4 RNAi indicated aberrant division, suggestive of defective cytokinesis, with many cells having multiple nuclei and flagella (Figure 4C, panels a, b, c and d). However, glycosomes and acidocalcisomes were not significantly affected. Interestingly, cytoplasmic inclusions, resembling lipid droplets, were observed in the vicinity of nuclei and, less frequently, near the mitochondria. Ribosomes were seen in association with these inclusions, and membrane bridges between nuclear envelope membranes and lipid-like inclusions were also found. In some cells, a single lipid droplet was seen simultaneously contacting two nuclei (Figure 4C, panel e). Vesicles of varying size were also seen within the flagellar pocket. In addition, mitochondria with altered morphologies were observed in the EIF4G4 RNAi induced cells, when compared with non-induced ones. Overall, these morphological changes suggest a major impact on multiple processes related to cell division and cellular homeostasis induced by EIF4G4 depletion.

### mRNA populations differentially co-precipitated with EIF4E3 and EIF4E4

To determine whether the EIF4E3/EIF4G4 and EIF4E4/EIF4G3 complexes recruit the same or different sets of mRNAs, we focused on the two eIF4E subunits as these bind mRNAs through 5’ capped ends. CLIP (cross-link-IP)-seq experiments were set up using cellular extracts from *T. brucei* procyclic cells exposed to UV-crosslinking and lysed through nitrogen cavitation. For the IPs we used the previously described affinity-purified antibodies directed against native EIF4E3 and EIF4E4 (Freire et al., 2011) coupled to magnetic beads. For reasons detailed further below, we also performed these experiments with extracts from cell lines generated with the RNAi plasmids (IPs for EIF4E3 using cells transfected with the EIF4E4 RNAi plasmid and IPs for EIF4E4 using cells with the EIF4E3 construct). Immunoprecipitated samples were submitted to RNA extraction, cDNA synthesis and sequencing using the Illumina technology. 

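The CLIP-seq data analysed here comprise 18 libraries in 6 groups of 3 replicates. They are the negative controls, the IPs and the IPs after RNAi of the EIF4E3 antibody set, and the same groups of the EIF4E4 set. The RNAi was induced for 48 h, against EIF4E4 in the EIF4E3 set and against EIF4E3 in the EIF4E4 set. The paper states that the negative controls lacked antibodies and that non-induced RNAi cells served as a control, whereas the sample labels list an antibody for the controls too and describe the IPs without RNAi as coming from wild-type cells. Both antibody sets have their own controls, and each IP was compared with the controls of its own set. The authors trimmed the MiSeq reads with Trimmomatic, and mapped and counted them with STAR on the TREU927 genome of TriTrypDB, while the labels name the strain as Lister 427. They deposited the number of reads counted on each gene, without normalization, and 11701 genes had a value in every library. No read was counted on 3225 of them in any library, among them 7 of the 95 ribosomal protein genes used below, so members of multi-copy families are uncertain here. Between 94213 and 553332 reads were counted on genes in the EIF4E3 controls (median 447577). The EIF4E3 IPs had 598668, 4520 and 16440 counted reads in replicates 1, 2 and 3, which fell on 7483, 783 and 2719 genes. A single read is therefore worth 221 CPM (counts scaled to the same library total) in replicate 2, 60.8 CPM in replicate 3 and 1.67 CPM in replicate 1. Across genes, the Spearman correlation of EIF4E3 IP replicate 1 with replicates 2 and 3 was 0.0843 and 0.228, against 0.820 to 0.874 among the 3 EIF4E3 controls. The EIF4E3 IPs labelled as after EIF4E4 RNAi had 527013 to 666132 counted reads (median 602104). In the EIF4E4 set, the controls had 94594 to 259250 counted reads (median 229835), the IPs 358759 to 1670242 (median 704162) and the IPs labelled as after EIF4E3 RNAi 196147 to 908941 (median 682623). Files of the EIF4E4 set also give the number of reads that were not counted on any gene. These made up 82.4% to 95.2% of all reads in the controls and 61.3% to 71.4% in the IPs. In the IPs labelled as after EIF4E3 RNAi they made up 66.6% to 86.6%. Most of these reads, 79.8% to 94.0% of all reads in the controls, had too low a mapping quality to be counted. No gene had more reads in EIF4E4 IP replicate 3 than in replicate 2 of the EIF4E4 IPs labelled as after EIF4E3 RNAi, whereas 790 to 901 genes would in 100 simulated independent draws of these depths. The counts of the first library are contained in the second, of which they make up 77.5%, so these replicates are not independent. The paper's measure, TPM, needs gene lengths of the authors' annotation, so CPM were used here in its place. What is called the paper's rule below is a mean of at least 50 CPM in the IPs and a mean over 2 times that of the controls. The paper states its minimum in reads, as the mean of the replicates, so the rule run here differs from it in this step; 1 read in EIF4E3 IP replicate 2 is enough for 50 CPM. Beside it, the counts were tested with edgeR's quasi-likelihood test after TMM normalization, which estimates the spread between the replicates of each gene. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, with a log2 fold change over 1 for enrichment over the controls. The TMM factor of EIF4E3 IP replicate 2 was 6.52, and those of the other 8 libraries of the EIF4E3 set lay between 0.601 and 1.18. Intervals of shares given below are Wilson 95% intervals and cover counting error only.

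**Figure D1:**
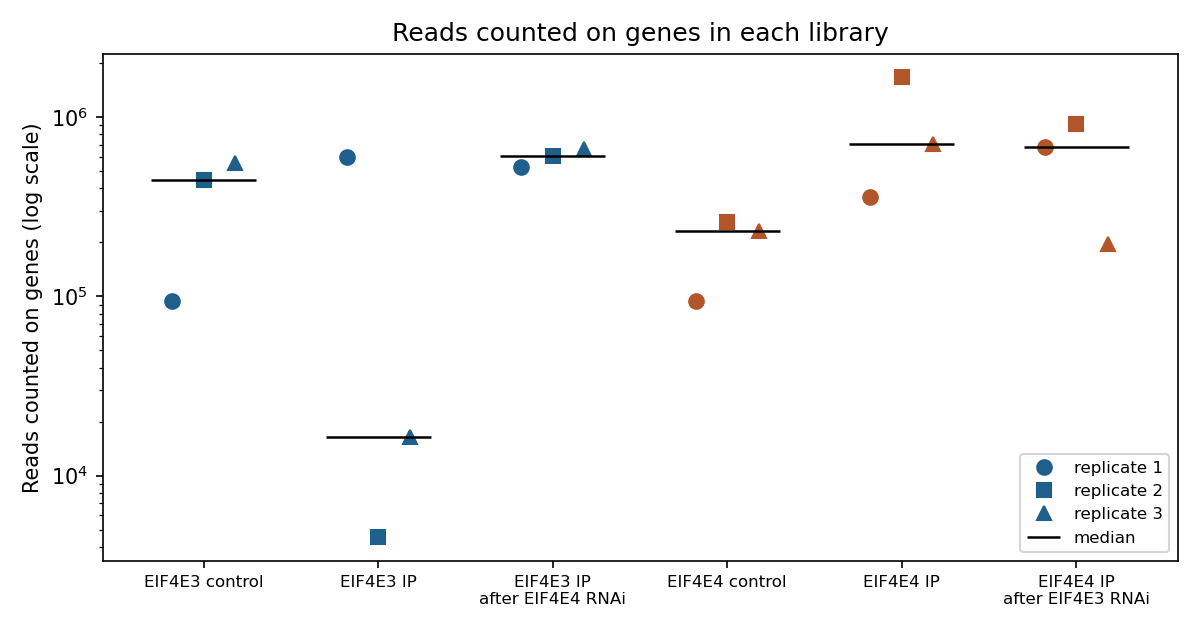
Reads counted on genes in each of the 18 libraries (log scale), by group; each point is 1 replicate and each line the median of its group. EIF4E3 IP replicates 2 and 3, with 4520 and 16440 reads, lie below the other 16 libraries, which have 94213 to 1670242 reads.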

First, to assess the quality of the sequencing and its reproducibility, we examined the mRNAs identified with the negative controls, lacking antibodies (Supplementary Table S4). The most abundant mRNAs here included a large number of ribosomal protein mRNAs as well as transcripts encoding tubulin subunits, histones, translation elongation factors, the procyclin surface antigens and others, all generally compatible with previously published transcriptome data of *T. brucei* procyclic cells (Kolev et al., 2010; Siegel et al., 2010; Archer et al., 2011; Naguleswaran et al., 2018), and representing highly abundant mRNAs with non-specific RNA binding to the beads. 

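In the EIF4E3 controls, the 3 genes with the highest mean level all encode ribosomal proteins: L32 (Tb927.9.15420) with 4055 ± 414 CPM, L10a (Tb927.10.13500) with 3791 ± 309.98 CPM and L38 (Tb927.10.3280) with 3118 ± 549.9 CPM (SD, n = 3 each). In the EIF4E4 controls, the highest feature was Tb927.2.1975, which the reference annotation (assembly ASM244v1) lists as ribosomal RNA, with 10966 ± 10226 CPM. UBP1 (Tb927.11.500) followed with 5016 ± 3162 CPM, and L9 (Tb927.10.1100) with 4706 ± 542 CPM (SD, n = 3). By the descriptions in the paper's tables, ribosomal proteins made up 14 of the 20 most abundant genes of the EIF4E3 controls and 12 of those of the EIF4E4 controls. Among the 100 most abundant they numbered 38 and 55. Translation elongation factors numbered 1 and 2 among these 100 genes, histones 0 and 1, and tubulins and procyclins 0 in both controls. Genes of nearly identical copies cannot be judged from these files: no library group had a mean above 6.12 CPM for the beta tubulin gene Tb927.1.2390, and the elongation factor 1-alpha gene Tb927.10.2090 had no read in either control. The 95 genes listed as ribosomal proteins in Table S6, which come from other libraries than these, took 7.07% ± 0.550 of the counted reads in the EIF4E3 controls and 10.9% ± 2.44 in the EIF4E4 controls (SD, n = 3). Adding the ribosomal protein rows of Tables S5 and S7, a list chosen after the data were seen, raised these shares to 7.90% and 12.0%.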

To identify the transcripts co-precipitated with EIF4E3 and EIF4E4, these were filtered by selecting those with a greater than twofold average enrichment, relative to the average from the corresponding negative controls. The analyses of the enriched mRNAs identified different patterns of mRNAs targeted by each eIF4E homologue, with a higher number of transcripts associated with EIF4E3 (297) than with EIF4E4 (127) (Figure 5A, Supplementary Table S5).

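Under the paper's rule, 615 genes were enriched with EIF4E3, of 2801 with a mean of at least 50 CPM in the IPs, and 157 genes were enriched with EIF4E4, of 4776. The lists shared 9 genes. Of the 615 genes, 172 had reads only in EIF4E3 IP replicates 2 and 3, and 145 had no read in the controls. Every IP replicate was above every control replicate for 63 of the 615 genes and for 77 of the 157. In 100 simulated draws in which the IPs had the same levels as the controls, counting noise at the depth of each library alone put 447 to 542 genes on the EIF4E3 list and 0 to 9 on the EIF4E4 list. With the spread between replicates as fitted, the draws listed 636 to 779 genes for EIF4E3 and 88 to 131 for EIF4E4. The alternative that moved the EIF4E3 count most was to require every IP above every control, which leaves the 63 genes above. With a mean of at least 50 reads in place of 50 CPM, the lists held 139 and 150 genes. With TMM-scaled CPM the EIF4E4 list grew to 354 genes. Without EIF4E4 control replicate 2 it held 416 genes, and without EIF4E4 IP replicate 1 it held 81. Of the 297 transcripts on the paper's EIF4E3 list, 74 were on the list here, where 48.3 are expected by chance among genes at the minimum level (Fisher's exact test, two-sided, p = 2.92e-05). Of the 126 on the paper's EIF4E4 list that occur in the files, 79 were on the list here, against 3.06 expected (Fisher's exact test, two-sided, p = 5.27e-112). With EIF4E3 IP replicate 1 as the only EIF4E3 IP, a setting chosen after the depth of each library was seen, 213 of the paper's 297 transcripts passed the rule. These overlaps compare lists made from the same libraries.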

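By edgeR's quasi-likelihood test, 293 of 6842 tested genes were enriched with EIF4E3 and 709 were depleted; 1874 had an unadjusted p under 0.05. Every IP was on one side of every control for 31 of the enriched and 650 of the depleted genes. DESeq2, the choice that moved this count most in ratio, called 67 genes enriched with EIF4E3, of which 56 were among the 293, and leaving out EIF4E3 IP replicate 1 or 2 gave 165 and 449 calls. The median log2 fold change of all genes was -0.37 with TMM and -0.70 with DESeq2's size factors, under which 15.8% of the called genes were enriched, against 29.2% with TMM. No gene was enriched with EIF4E4 by edgeR (6430 tested, 685 with an unadjusted p under 0.05), while DESeq2 called 66 enriched and 8 depleted; without EIF4E4 IP replicate 2 edgeR called 2. In data simulated at the spread of the EIF4E4 set, the edgeR test recovered 100% of 200 genes changed by 3 on the log2 scale. Those counts were drawn independently per gene, at a spread that follows level alone. They do not show that such changes would be called here. In the data, the largest log2 fold change with EIF4E4 among the ribosomal protein genes used below was 3.81, and none of them was called. The difference between both enrichments, each IP against its own controls, was called for 730 of 6605 genes by edgeR. It was higher with EIF4E4 for 462 genes and lower for 268, over a median of all genes of 0.40. DESeq2 called 247 of these differences, with 84.6% higher with EIF4E4. Depending on which of the 12 libraries was left out, edgeR called 224 (without EIF4E4 control replicate 3) to 857. Leaving out EIF4E4 control replicate 1 gave 355 calls, EIF4E3 control replicate 1, 2 or 3 gave 412, 321 and 336, and EIF4E4 IP replicate 1, 2 or 3 gave 467, 435 and 367. Among genes whose replicates did not overlap, the largest rises with EIF4E3 were those of Tb11.v5.0754 (log2 fold change 11.41, standard error 1.89, adjusted p = 6.1e-07 by edgeR), Tb11.v5.0617, Tb927.7.6550, Tb11.v5.0616 and GPEET procyclin (Tb927.6.510). Tb11.v5.0754 had 7, 41 and 373 reads in EIF4E3 IP replicates 1, 2 and 3 and 1 to 2 reads in each control. Tb11.v5.0616, described as a paraflagellar rod protein, rose by 7.99 (standard error 1.04, adjusted p = 4.1e-11 by edgeR). Both lost their calls with EIF4E3 IP replicate 1 as the only EIF4E3 IP, chosen after the depth of each library was seen: for Tb11.v5.0754, enriched with EIF4E3, the value was 2.02, and for Tb11.v5.0616, enriched with EIF4E3, it was 2.37. The same held for Tb927.7.6550, enriched with EIF4E3, at 2.07. For Tb927.7.6550, enriched with EIF4E3 by 8.32 with all libraries, the call was also lost without EIF4E3 control replicate 2 or 3 (8.09 and 8.48). The genes that fell most had no read in the EIF4E3 IPs: hexokinase (Tb927.10.2010) was at least 50.2-fold lower than in the controls, S-adenosylmethionine decarboxylase (Tb927.6.4470) at least 45.1-fold, EIF4G3 (Tb927.8.4820) at least 28.9-fold, Tb927.3.4270 at least 27.5-fold and Tb927.6.200 at least 23.0-fold (3 counts over the group as the limit). These bounds rest on EIF4E3 IP replicate 1: without it they are 1.70, 1.52, 0.976, 0.931 and 0.778, so the other 2 IPs are too shallow to show a fall of this size. Hexokinase also had no read in the EIF4E4 controls and IPs. Among called genes whose IPs lay apart from their controls on opposite sides in the antibody sets, the difference between the enrichments was largest, on the side of EIF4E4, for the gene of ribosomal protein S4 (Tb927.11.3590; log2 6.99, standard error 1.79, adjusted p = 0.0033 by edgeR), followed by Tb927.11.4910, Tb927.10.7830, Tb927.9.12720 and Tb927.8.7600, and on the side of EIF4E3 for Tb927.9.10280 (log2 -3.46, standard error 0.84, adjusted p = 0.0018), Tb927.11.15160 and Tb927.2.1210. Of 12 fits with 1 library left out, the calls of these 3 were lost in 1, 6 and 11, and of 7 settings with all libraries in 2, 3 and 5; that of S4 was lost in 2 of 12 and 2 of 8. From the lists of enriched transcripts, the paper concludes that the homologues target different patterns of mRNAs and that more transcripts associate with EIF4E3.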

**FIGURE 5:**
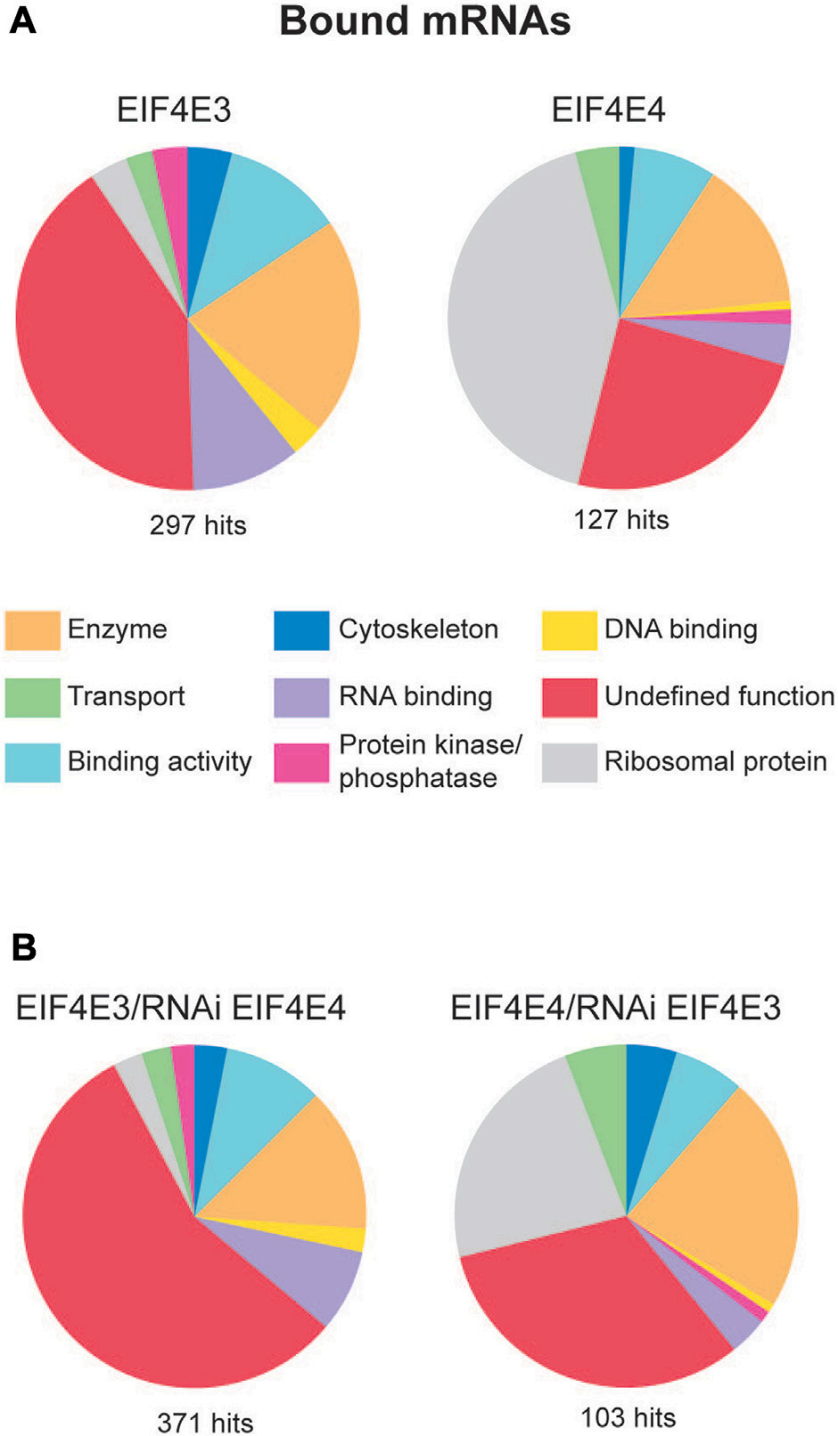
mRNA populations associated with EIF4E3 and EIF4E4. **(A)** mRNA groups associated with EIF4E3 and EIF4E4 from *T. brucei* (Illumina sequencing). Enriched mRNAs were manually classified and grouped using the gene ontology (GO) terms according to their molecular function. “Enriched” means at least 2-fold more abundant than in the negative control. **(B)** mRNA groups associated with EIF4E3 after EIF4E4 RNAi, and with EIF4E4 after EIF4E3 RNAi, manually classified using the same parameters as figure **(B)**.

Next, the enriched transcripts were grouped according to molecular functions, defined using Gene Ontology (GO) terms but modified by us in order to improve clarity (Figure 5A). In particular, the “Undefined Function” groups transcripts encoding both hypothetical or unknown proteins and others whose function could not be classified within the defined categories. 

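The functions below are those the paper gives in Table S5, and the values are those of the deposited counts. Of the 297 transcripts of the EIF4E3 list of that table, 123 (41.4%) are classed as of undefined function. 25 of them were on the EIF4E3 list made here, and 108 of the 111 tested by edgeR had a positive log2 fold change (median 1.35; median of all genes -0.37). With DESeq2's size factors their median was 1.00. Of the 63 transcripts classed as enzymes, 20 were on the list here (median log2 fold change 1.40 over 58 tested genes), as were 9 of the 29 classed as RNA binding (1.26 over 27) and 10 of the 33 classed under binding activity (1.41 over 30). The median of all tested genes of the list was 1.36, so these classes differ little from it. Across all functions, edgeR called 54 of the 259 tested genes of this list, and 22 of the 297 had every IP above every control. Because Table S5 was selected on these libraries, a positive direction of its genes is not independent evidence.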

In the case of EIF4E3, this constituted the main category, representing nearly half of all enriched transcripts, with the remainder divided into “Enzyme”, “RNA-Binding” and “Binding Activity” categories. 

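Table S5 classes 9 transcripts of the EIF4E3 list as protein kinases or phosphatases. Their median log2 fold change over the EIF4E3 controls was 1.44 by edgeR, and it was positive for 8 of the 9. With EIF4E3, 3 of them passed the paper's rule and had every IP above every control. Among the 30 transcripts of the EIF4E3 part of Table 5, the CAMK/CAMKL protein kinase (Tb927.8.870) had 1235 ± 1451 CPM in the IPs and 76.7 ± 48.3 CPM in the controls (SD, n = 3), a log2 fold change of 3.03 (standard error 1.12, adjusted p = 0.047 by edgeR's quasi-likelihood test), and the call was lost in 4 of 6 fits with 1 library left out. Casein kinase I isoform 2 (Tb927.5.800) had 494 ± 279 CPM in the IPs and 103 ± 32.03 CPM in the controls (log2 fold change 2.43, standard error 1.08, adjusted p = 0.11 by edgeR). It was called in 4 of 9 other settings with all libraries, in 1 of 6 fits with 1 library left out, and with EIF4E3 IP replicate 1 as the only EIF4E3 IP (log2 fold change 3.39, adjusted p = 0.0032 by edgeR; chosen after the depth of each library was seen). The phosphatase ALPH1 (Tb927.6.640) had 1448 ± 339 CPM in the IPs and 102 ± 5.28 CPM in the controls (log2 fold change 3.75, standard error 1.31, adjusted p = 0.034 by edgeR). IP replicates 2 and 3 had 8 and 18 reads of ALPH1, and the call was lost in 3 of 6 fits with 1 library left out.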

Within the “Enzyme” category, nine mRNAs encoded enzymes with protein kinase or protein phosphatase functions. 

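The list of ribosomal protein genes used here holds the 95 such genes of Table S6, which was made from another set of IPs of EIF4E3 and EIF4E4 without crosslinking. They took 22.6% ± 6.19 of the counted reads in the EIF4E4 IPs, with 29.3%, 17.0% and 21.6% in replicates 1, 2 and 3, against 9.37% to 13.7% in the EIF4E4 controls. In the EIF4E3 IPs the shares were 8.54% (95% interval 8.47% to 8.62%), 1.15% (0.878% to 1.51%) and 2.64% (2.41% to 2.90%) in replicates 1, 2 and 3, against 6.75% to 7.71% in the EIF4E3 controls. Every EIF4E4 IP thus had a higher share than every control of its set, and the EIF4E3 IPs did not move in one direction. Of the 157 genes on the EIF4E4 list, 29 (18.5%, 95% interval 13.2% to 25.3%) were ribosomal protein genes, against 1.72% of the genes with the minimum level (Fisher's exact test, two-sided, p = 2.07e-23). Without EIF4E4 control replicate 1, EIF4E4 control replicate 2 or EIF4E4 IP replicate 1 the share was 29.3%, 7.69% and 30.9%. With every IP required to be above every control it was 33.8%. Of the 615 genes on the EIF4E3 list, 6 (0.976%, 95% interval 0.448% to 2.11%) were ribosomal protein genes, against 2.78% at the minimum level (Fisher's exact test, p = 0.00121). The share was 3.60% (Fisher's exact test, p = 0.0534) among genes with a mean of at least 50 reads in the IPs, 1.24% with TMM-scaled CPM (p = 0.211), 1.51% without EIF4E3 IP replicate 2 (p = 0.282) and 3.17% with every IP above every control (p = 0.695). If EIF4E3 IP replicate 1 is the only EIF4E3 IP, a setting chosen after the depth of each library was seen, it was 2.37% against 1.80% (Fisher's exact test, p = 0.186), so the low share depends on the setting. Over the EIF4E4 controls, the median log2 fold change of the list was 1.14 above that of all genes, with 73 of 82 genes above it (limma's camera on the edgeR fit, inter-gene correlation 0.01, adjusted p = 6.3e-31 over 5 set tests). Under fry, p was 0.036 before and 0.18 after adjustment, so the list is not called there. Fry allows for correlation between genes and tests the list against no change. Camera tests it against the other genes, so both tests ask different questions. EdgeR called none of the 82 genes over all genes tested, 29 adjusted over the list alone, and 40 at an unadjusted p under 0.05; DESeq2 called 66 genes of all kinds. Over the EIF4E3 controls, the median of the list lay 0.17 above that of all genes (camera on the edgeR fit, adjusted p = 0.55). In 20 simulations of this comparison in which no gene changed it lay between -0.49 and -0.14 (median -0.31). Its level without a change is thus not 0, and 0.17 lies above all of these simulations. In 9 of the 10 splits of these 6 libraries, the real one included, the difference was at least as large in size. With EIF4E3 IP replicate 1 as the only EIF4E3 IP, chosen after the depth of each library was seen, the difference was 0.75. With all libraries the list's own median was -0.20. Its mean was 0.30 above that of all genes, and fry pointed to a fall. Without EIF4E3 IP replicate 1 the difference of the medians was 3.98 while camera called a fall, and without replicate 2 it was 0.46 and camera called a rise. Camera gave a p under 0.05 in 18 of 20 simulations of the EIF4E3 comparison in which no gene changed, and in 1 of 20 for EIF4E4. The test therefore does not hold its level at the depth of the EIF4E3 IPs. Genes were drawn independently, so the 1 of 20 does not cover ribosomal protein genes that vary together. For EIF4E4, every other split of IPs and controls also gave a camera p under 0.05, from 7.9e-38 to 0.021. Such splits can keep part of a real difference, since IPs stay unevenly divided. The enrichment was higher with EIF4E4 than with EIF4E3 by a median of 0.96 on the log2 scale relative to all genes (57 of 82 genes). Camera on the edgeR fit gave an adjusted p of 9.6e-04 and fry one of 0.27. Without EIF4E3 IP replicate 1 the difference was -2.82 while camera still called a rise. With that replicate as the only EIF4E3 IP, chosen after the depth was seen, the difference was 0.30.

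**Figure D2:**
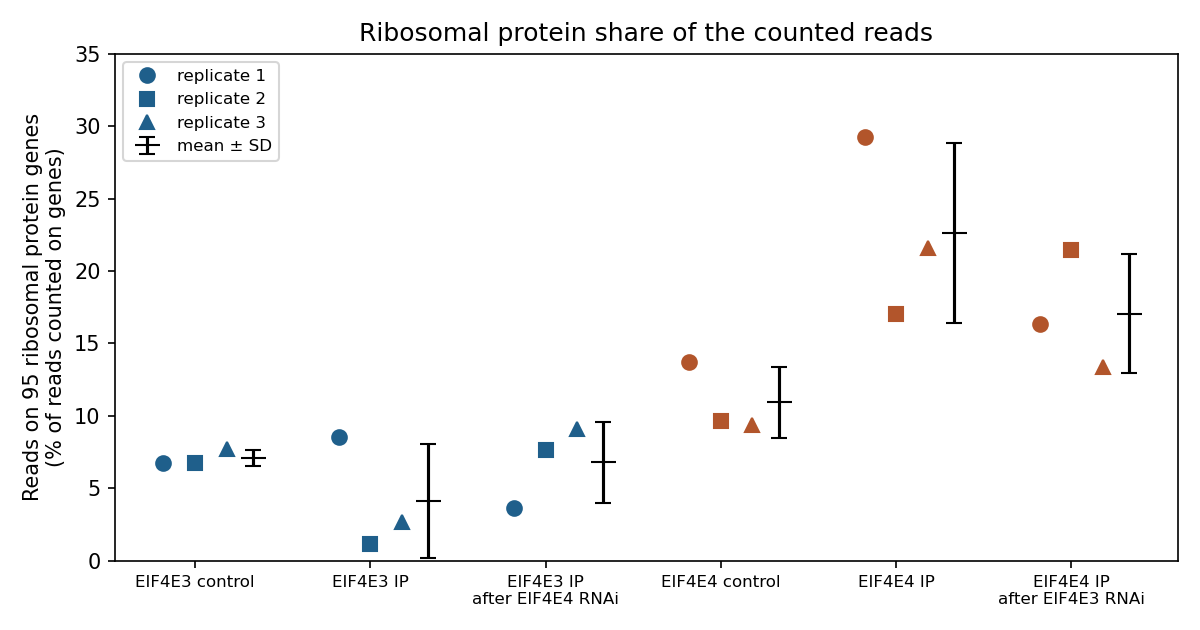
Share of the counted reads on the 95 ribosomal protein genes in each library (percent), by group; points are replicates, and bars the mean ± SD of 3 replicates. The EIF4E4 IPs lie at 17.0% to 29.3%, above the EIF4E4 controls at 9.37% to 13.7%.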

Notably, approximately 40% of EIF4E4-bound transcripts encode ribosomal proteins, whereas these constituted less than 4% of the EIF4E3-bound transcripts. 

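Of the transcripts on the EIF4E4 list of Table S5, 1 is classed as a protein kinase, Tb927.9.14430, and it also passed the paper's rule here. It had 383 ± 197 CPM in the EIF4E4 IPs and 150 ± 75.6 CPM in the EIF4E4 controls (SD, n = 3), and each IP was above each control. By edgeR the log2 fold change was 1.65 (standard error 0.48), with an adjusted p of 0.29 by edgeR's quasi-likelihood test and 0.022 by DESeq2. With each library left out in turn it lay between 0.99 and 2.00. In the EIF4E3 set the transcript had 319 ± 37.1 CPM in the controls and 115, 0 and 0 reads in IP replicates 1, 2 and 3, a log2 fold change of -1.08 (standard error 0.87, adjusted p = 0.46 by edgeR). The difference between both enrichments was 2.74 (standard error 1.10, adjusted p = 0.083 by edgeR). Of the other EIF4E4 classes of that table, 6 of 9 transcripts under binding activity and 11 of 18 enzymes were on the EIF4E4 list made here, with median log2 fold changes of 1.52 over 8 tested genes and 1.59 over 13.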

EIF4E4-bound mRNAs also fell into the “Binding Activity” and “Enzyme” categories, but only one transcript encoding a “Protein Kinase” was found with EIF4E4 (Tb927.9.14430). A more detailed analysis of the most enriched mRNAs bound to each factor reinforces the functional distinctions of their encoded proteins. Several highly expressed mRNAs were clearly co-precipitated with EIF4E3 only, such as those encoding histones, surface antigens (GPEET procyclin, BARP), cytoskeletal proteins (dynein, kinesin) and a number of RNA-binding proteins. 

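GPEET procyclin (Tb927.6.510) had 5327 ± 4991 CPM in the EIF4E3 IPs (990, 15 and 181 reads in replicates 1, 2 and 3) and 54.1 ± 10.8 CPM in the EIF4E3 controls (SD, n = 3). Its log2 fold change was 6.91 (standard error 1.54, adjusted p = 3.2e-04 by edgeR's quasi-likelihood test), and it stayed between 4.88 and 7.45 with each library left out. For Tb927.6.510, enriched with EIF4E3 by this test, the call was lost without EIF4E3 control replicate 1, 2 or 3 (7.00, 6.73 and 6.87). In the EIF4E4 IPs it had 775 ± 380 CPM against 585 ± 353 CPM in the controls, a log2 fold change of 0.70 (standard error 0.58, adjusted p = 0.68 by edgeR). The difference between both enrichments was -6.26 (standard error 1.80, adjusted p = 0.011 by edgeR), and its call was lost in 7 of 12 fits with 1 library left out. Table S5 lists 5 histone transcripts with EIF4E3, of which 2 had no read in any of the 18 libraries and none passed the rule. The histone H2B gene Tb927.10.10590 had 86, 0 and 0 reads in EIF4E3 IP replicates 1, 2 and 3 and 3, 3 and 7 in the controls. Its log2 fold change of 3.36 (standard error 0.66, adjusted p = 3.4e-05 by edgeR) became -5.18 without IP replicate 1. The BARP gene of that list (Tb11.v5.0153) had no read in the EIF4E3 IPs and controls. Its dynein light chain genes had 3.34 ± 5.79 CPM (Tb927.10.10320) and no read (Tb927.11.715) in the EIF4E3 IPs. Of its kinesin genes, Tb11.v5.0819 passed the rule with 7, 2 and 2 reads in the IPs and none in the controls, and Tb927.10.14890 had 193 ± 198 CPM against 106 ± 18.2 CPM in the controls (log2 fold change 1.65, standard error 0.75, adjusted p = 0.12 by edgeR). None of these genes passed the rule with EIF4E4. Of the 29 transcripts classed as RNA binding on the EIF4E3 list of Table S5, 9 were on the EIF4E3 list made here and none on the EIF4E4 list, while 7 had every EIF4E3 IP above every control.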

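All of the 30 genes with the highest ratios to the EIF4E3 controls had no read in those controls, and none of them is described in the paper's tables, so their order follows the reads of EIF4E3 IP replicates 2 and 3. Of the 30 highest with EIF4E4, 11 encode ribosomal proteins of the list used here. For the 30 EIF4E3 transcripts of Table 5, the median log2 ratio here was 2.55, and the ratio was positive for 28 and over 2-fold for 27. GPEET procyclin had the highest log2 ratio among them, 6.62 ± 1.38 (SD over replicates, n = 3 against 3). The next 4 of that table had log2 ratios of 4.40 ± 0.851 (UBP2, Tb927.11.510), 3.50 ± 1.33 (zinc finger protein 1, Tb927.6.3490), 4.56 ± 1.35 (Tb927.10.1480) and 3.83 ± 0.346 (ALPH1, Tb927.6.640). For the EIF4E4 transcripts of Table 5, 25 of the 30 had a value, with a median log2 ratio of 1.75, positive and over 2-fold for 21. No read was counted on 4 of the other 5, among them 3 ribosomal protein genes (S5, L18a and S10). The ratio of L10a (Tb927.10.13500) was 2.86 ± 0.807, with 15406.5 ± 3177 CPM in the EIF4E4 IPs and 2115 ± 1099 CPM in the controls. EdgeR gave 3.22 (standard error 0.66) with an adjusted p of 0.15 by edgeR and 1.7e-09 by DESeq2. S17 (Tb927.11.11830) had a ratio of 2.75 ± 0.822, L28 (Tb927.11.6180) 1.92 ± 1.02 and the succinate dehydrogenase subunit (Tb927.8.6890) 2.05 ± 2.11. The ratio of L10a in the EIF4E3 set was -1.91, with 1662, 0 and 4 reads in IP replicates 1, 2 and 3. Between the paper's ratios and those here, across the genes of each list, the Spearman correlation was 0.511 for EIF4E3 and 0.260 for EIF4E4; genes are not independent replicates, and the libraries are those the paper used.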

Table 5 lists the 30 most enriched mRNAs found with each eIF4E homologue, EIF4E4 co-precipitates with 15 mRNAs encoding ribosomal protein subunits, transcripts which are absent from the equivalent EIF4E3 list. 

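Among the EIF4E3 transcripts of Table 5, those of RNA-binding proteins were compared in the EIF4E3 IPs and controls. UBP2 (Tb927.11.510) had 3556 ± 2081 CPM in the IPs and 169 ± 12.6 CPM in the controls (SD, n = 3). The log2 fold change was 4.23 (standard error 1.35, adjusted p = 0.017 by edgeR's quasi-likelihood test), the call was lost in 3 of 6 fits with 1 library left out, and 2913 of its 2953 IP reads were in replicate 1. UBP1 (Tb927.11.500) had 6688 ± 4894 CPM in the IPs and 951 ± 452 CPM in the controls, a log2 fold change of 2.86 (standard error 1.23, adjusted p = 0.10 by edgeR and 0.017 by DESeq2). Zinc finger protein 1 (Tb927.6.3490) had 1706 ± 1434 CPM against 150 ± 56.7 CPM (log2 fold change 3.69, standard error 1.31, adjusted p = 0.039 by edgeR), and the call was lost in 4 of 6 fits with 1 library left out. The hnRNP F/H homologue (Tb927.2.3880) had 59.5 ± 60.9 CPM against 15.9 ± 7.54 CPM (log2 fold change 2.10, standard error 0.70, adjusted p = 0.024 by edgeR and 0.18 by DESeq2), and its call was lost in 4 of 6 fits with 1 library left out and in 3 of 8 settings with all libraries. ZC3H20 (Tb927.7.2660) had 1144 ± 891 CPM against 242 ± 81.2 CPM (log2 fold change 2.09, standard error 1.22, adjusted p = 0.26 by edgeR). All of these transcripts passed the paper's rule. Each EIF4E3 IP was above each control for UBP1, UBP2 and zinc finger protein 1 but not for the other 2. In the EIF4E4 controls, UBP2 had 2478 ± 1736 CPM and UBP1 5016 ± 3162 CPM (SD, n = 3), within 1 SD of their means in the EIF4E3 IPs. Their enrichment therefore cannot be told from a low level particular to the EIF4E3 controls.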

Notably, many of the transcripts most enriched with EIF4E3 encode RNA-binding proteins.

**TABLE 5:** List of the 30 most enriched mRNAs co-precipitated with EIF4E3 and EIF4E4 from *Trypanosoma brucei* procyclic cells.

EIF4E3			EIF4E4		
TriTrypDB Accession	Description	Ratio	TriTrypDB Accession	Description	Ratio
Tb927.6.510	GPEET procyclin	5.14	Tb927.10.13500	60S ribosomal protein L10a	2.66
Tb927.11.510	RNA-binding protein, UBP2	4.58	Tb927.11.11830	40S ribosomal protein S17	2.47
Tb927.6.3490	Zinc finger protein 1	4.31	Tb927.11.6300	40S ribosomal protein S5	2.38
Tb927.10.1480	Hypothetical protein	4.30	Tb927.8.3110	Mitochondrial ribosomal protein S9	2.27
Tb927.6.640	ApaH-like phosphatase ALPH1	4.17	Tb927.8.6890	Succinate dehydrogenase subunit	2.25
Tb927.1.2310	Hypothetical protein	3.94	Tb927.10.3840	60S ribosomal protein L18a	2.22
Tb927.7.3970	Hypothetical protein	3.56	Tb927.11.6180	60S ribosomal protein L28	2.15
Tb927.5.2260	Conserved protein	3.50	Tb927.4.3880	Receptor-type adenylate cyclase GRESAG 4	2.14
Tb927.2.3880	Heterogeneous RNP F/H homologue	3.24	Tb927.8.4630	Hypothetical protein	2.11
Tb927.11.500	RNA-binding protein, UBP1	3.22	Tb927.9.15380	NADH-ubiquinone oxidoreductase subunit	2.08
Tb927.10.12730	Hypothetical protein	3.02	Tb927.11.9710	60S ribosomal protein L10a	2.03
Tb927.5.820	Hypothetical protein	2.99	Tb927.10.14740	Hypothetical protein	2.02
Tb927.6.5020	Cyclin 7, putative	2.97	Tb927.11.740	EIF5A	1.97
Tb927.8.870	CAMK/CAMKL protein kinase	2.82	Tb927.3.1370	40S ribosomal protein S25	1.87
Tb927.6.4280	Glyceraldehyde 3-phosphate dehydrogenase, glycosomal	2.77	Tb927.1.710	Phosphoglycerate kinase	1.84
Tb927.2.2770	Hypothetical protein	2.75	Tb927.10.3850	Hypothetical protein	1.82
Tb927.11.3760	Hypothetical protein	2.66	Tb927.11.3590	40S ribosomal protein S4	1.82
Tb927.5.2160	Conserved protein	2.56	Tb927.9.8420	QM-like protein	1.79
Tb927.10.3970	Hypothetical protein	2.51	Tb927.9.7620	60S ribosomal protein L11	1.74
Tb927.3.2960	Inosine-adenosine-guanosine-nucleosidehydrolase	2.44	Tb927.11.12040	Cytochrome c oxidase component	1.73
Tb927.6.5010	Hypothetical protein	2.40	Tb927.1.3180	40S ribosomal protein S11	1.71
Tb11.v5.0722	Variant surface glycoprotein (VSG)-related, putative	2.38	Tb927.10.5360	40S ribosomal protein S10	1.69
Tb927.5.800	Casein kinase I, isoform 2	2.38	Tb927.10.3280	60S ribosomal proteins L38	1.68
Tb927.8.5440	Flagellar calcium-binding 24 kDa protein	2.32	Tb927.9.8100	Nascent polypeptide associated complex subunit	1.66
Tb927.11.16820	Hypothetical protein	2.32	Tb927.10.3830	Hypothetical protein	1.66
Tb927.3.4710	Flagellum attachment zone protein	2.29	Tb927.2.6090	60S ribosomal protein L44	1.65
Tb927.10.15310	Hypothetical protein	2.28	Tb927.9.15420	60S ribosomal protein L32	1.65
Tb927.7.2660	Zinc finger protein, ZC3H20	2.28	Tb927.3.4500	Fumarate hydratase class I	1.64
Tb927.5.1990	Hypothetical protein	2.25	Tb927.8.3530	Glycerol-3-phosphate dehydrogenase, glycosomal	1.64
Tb927.11.3310	Ubiquitin-conjugating enzyme	2.24	Tb927.7.2980	Nitroreductase family	1.61

The ratio column represents the log_2_ enrichment ratios in comparison with the negative control.

As an independent verification for the RNA co-precipitation experiments, we carried out another set of IPs using the same antibodies but with extracts prepared from cells without prior UV exposure. For these experiments the cells were lysed with Nonidet NP-40 detergent and the IPs were carried out using protein-A Sepharose beads, again with beads only used as negative controls. Sequencing was performed using the Solid platform and qualitative differences evaluated after grouping with functional terms as described above (Supplementary Figure S4 and Supplementary Table S6). EIF4E3 and EIF4E4 had similar numbers of enriched mRNAs (223 and 225), with overall results confirming those seen in the CLIP experiment. These reinforce the distinct sets of mRNAs bound by each of the complexes studied here, with the most notable result being the specific association of the EIF4E4/EIF4G3 complex with mRNAs encoding ribosomal proteins, a result supported by the specific association recently found between the *Leishmania* PABP1 and RBP23 with the same set of mRNAs (Assis et al., 2021).

### Effect of RNAi mediated depletion on proteins and mRNAs co-precipitated with EIF4E3 and EIF4E4

The lack of altered phenotype resulting from EIF4E4 RNAi in procyclic cells (Freire et al., 2011), contrasted with the strong phenotype observed for its EIF4G3 partner (Moura et al., 2015). One possible explanation would be redundancy between the EIF4E3 and EIF4E4 homologues as EIF4G3 partners. Alternatively, the EIF4E3/EIF4G4 complex may recruit mRNAs that would be otherwise bound by EIF4E4/EIF4G3, although the differences in RNAi phenotype between EIF4E4 and EIF4G3 would remain unexplained. To investigate these possibilities, we used CLIP-seq to assess the mRNAs associated with EIF4E3 in cells submitted to RNAi-mediated EIF4E4 knockdown (48 h timepoint), with reciprocal experiments done to investigate any changes in EIF4E4-bound mRNAs after EIF4E3 depletion. 

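The transcript targeted by the RNAi was examined first. EIF4E4 (Tb927.6.1870) had 9, 67 and 68 reads in the EIF4E3 IPs labelled as after EIF4E4 RNAi, or 76.8 ± 51.9 CPM (SD, n = 3), against 352 ± 88.8 CPM in the EIF4E3 controls. In the EIF4E3 IPs without RNAi it had 4, 3 and 109 reads in replicates 1, 2 and 3, or 2434 ± 3649 CPM. For the EIF4E4 transcript with EIF4E3, EIF4E4 RNAi against none, the log2 fold change was -5.32 (standard error 1.37, adjusted p = 0.015 by edgeR's quasi-likelihood test). Without EIF4E3 IP replicate 3, which holds most of its reads, the change was 1.98 (adjusted p = 0.52 by edgeR). The call was also lost without EIF4E3 IP replicate 2 or any replicate labelled as after RNAi, where the log2 fold change was -5.81, -4.84, -5.66 and -5.55, while without IP replicate 1 it was -5.85. The fall of this transcript with EIF4E3 therefore rests on 1 library of low depth. EIF4E3 (Tb927.11.11770) had 105 ± 36.0 CPM in the EIF4E4 IPs and 75.2 ± 50.0 CPM in the libraries labelled as after EIF4E3 RNAi (51, 114 and 5 reads), against 87.4 ± 8.49 CPM in the EIF4E4 controls. Its log2 fold change by RNAi was -0.47 (standard error 0.40, adjusted p = 1.00 by edgeR), between -1.09 and -0.18 with each library left out, so no drop of the target was detectable at this depth. These are RNAs of IPs and not total RNA, and RNA made from the RNAi construct can be counted on the targeted gene. In EIF4E3 IP replicate 1, the only deep IP of its group, EIF4E4 had 6.68 CPM, below the 17.1, 111 and 102 CPM of the libraries labelled as after EIF4E4 RNAi, and with it as the only EIF4E3 IP, chosen after the depth was seen, the change was 3.19. In neither set is a drop of the target against the IPs without RNAi shown, so the libraries of both sets are named by their labels. Under the paper's rule, 608 genes were enriched with EIF4E3 in the libraries labelled as after EIF4E4 RNAi (475 with every IP above every control) and 92 with EIF4E4 in the libraries labelled as after EIF4E3 RNAi (64 with every IP above every control). Without EIF4E4 control replicate 2 or 3 the second list held 291 and 166 genes, and with TMM-scaled CPM 180. Simulated IPs with the levels of the controls and the fitted spread gave 145 to 214 and 86 to 150 genes. By edgeR, 223 of 6842 genes were enriched with EIF4E3 in the libraries labelled as after EIF4E4 RNAi and 448 depleted, with no overlap between replicates for 195 and 437 of these and for 40.9% of all 6842 genes. DESeq2 called 38 and 143, and moved the count of enriched genes most in ratio. With only the groups compared in the fit it was 574, and without a filter on low counts 83. Without EIF4E3 control replicate 1, 2 or 3 it was 74, 39 and 48, and without replicate 1, 2 or 3 labelled as after RNAi 339, 90 and 96. The largest rises were those of Tb927.4.4520 (at least 14.8-fold, with no read in the controls), Tb927.8.7820, Tb927.9.700, zinc finger protein 1 (Tb927.6.3490; 4551 ± 2356 CPM, log2 fold change 5.01, standard error 1.40, adjusted p = 0.0072 by edgeR) and UBP2 (Tb927.11.510; 4222 ± 779 CPM, log2 fold change 4.74, standard error 1.38, adjusted p = 0.011 by edgeR). The last 2 lost their calls with any 1 library left out. Their log2 fold changes stayed between 4.48 and 5.28 and between 4.58 and 4.89. UBP2 had 2478 ± 1736 CPM in the EIF4E4 controls, so its rise cannot be told from a low level particular to the EIF4E3 controls. For Tb927.4.4520 the bound was 13.6-fold, 8.78-fold and 7.34-fold without EIF4E3 control replicate 1, 2 or 3. The largest falls were those of hexokinase (Tb927.10.2010; log2 -7.95), S-adenosylmethionine decarboxylase (Tb927.6.4470; -5.19), Tb11.v5.0745, Tb927.10.6590 and Tb927.8.1650. Since hexokinase also had no read in the EIF4E4 controls, its fall cannot be told from a signal particular to the EIF4E3 controls. With EIF4E4 in the libraries labelled as after EIF4E3 RNAi, edgeR called no gene enriched (6430 tested, 419 with an unadjusted p under 0.05), and DESeq2 called 27.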

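None of the 30 genes with the highest ratios with EIF4E3 was on the EIF4E3 list labelled as after EIF4E4 RNAi, and 24 of the 30 (80%) with the highest ratios with EIF4E4 were on the list of the libraries labelled as after EIF4E3 RNAi. The genes behind the first count had reads almost only in EIF4E3 IP replicates 2 and 3. For the 30 genes of Table 5, 25 (83.3%) were on the EIF4E3 list labelled as after RNAi and 17 (56.7%) on the second list. Both lists share their controls, so some genes are retained by chance: in simulated IPs with the levels of the controls and the fitted spread, 0 to 4 (median 1) of the 30 highest were retained for EIF4E3 and 8 to 21 (median 14) for EIF4E4. With EIF4E3 IP replicate 1 as the only EIF4E3 IP, a setting chosen after the depth of each library was seen, 22 of the 30 highest were retained. Without both libraries of the EIF4E4 set that share reads, also chosen afterwards, 16 of 30 were retained with EIF4E4. Counted as retained only if called by edgeR, the number was 0 of 30 in both cases; edgeR called no gene enriched with EIF4E4 in the libraries labelled as after EIF4E3 RNAi. Whole lists overlapped in 142 genes for EIF4E3 (615 and 608 genes) and in 59 for EIF4E4 (157 and 92 genes). Of the transcripts on the paper's Table S5 lists, 178 of 297 were on the EIF4E3 list labelled as after RNAi and 36 of 126 on the second list.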

When individual transcripts are compared, approximately 90% of the 30 topmost EIF4E3- or EIF4E4-bound transcripts remained in the corresponding IPs carried out after RNAi (Figure 5B and Supplementary Table S7). For EIF4E4-bound mRNAs, however, there was a reduction in the number of bound ribosomal protein transcripts after EIF4E3 RNAi. 

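Among the EIF4E4 lists made here, 29 of 157 genes were of the ribosomal protein list without RNAi and 16 of 92 (17.4%, 95% interval 11.0% to 26.4%) in the libraries labelled as after EIF4E3 RNAi. The latter share ranged from 6.19% without EIF4E4 control replicate 2 to 27.5% without replicate 3 labelled as after RNAi. Of the counted reads, the ribosomal protein genes took 17.1% ± 4.11 in the libraries labelled as after EIF4E3 RNAi (16.3%, 21.5% and 13.4% in replicates 1, 2 and 3) against 22.6% ± 6.19 without RNAi, a difference within the spread between replicates. Per gene, the median log2 fold change of the list was 0.45 below that of all genes, and none of 82 genes was above it (camera on the edgeR fit, adjusted p = 4.7e-18 over 5 set tests). Under fry p was 0.28, and camera with its fixed correlation does not take up a shift shared by the genes of 1 library. With each library left out in turn the difference lay between -0.74 and -0.13. Replicate 2 of these libraries holds all counts of EIF4E4 IP replicate 3. Without both, a setting chosen after the shared counts were seen, the difference was -0.74. No gene was called between both groups by edgeR (15 of 6430 with an unadjusted p under 0.05, 0 by DESeq2), and none of the 82 ribosomal protein genes adjusted over the list alone. L10a (Tb927.10.13500) had 9719 ± 4589 CPM in the libraries labelled as after EIF4E3 RNAi (log2 fold change -0.82, standard error 0.61, adjusted p = 1.00 by edgeR), and S17 (Tb927.11.11830) had 1902 ± 618 CPM (-1.02, standard error 0.53, adjusted p = 1.00). Among the 30 highest ratios, 7 were of ribosomal protein genes in these libraries and 11 without RNAi. Of the 54 ribosomal protein transcripts on the paper's EIF4E4 list, 34 were on the list here without RNAi. In the libraries labelled as after EIF4E3 RNAi 18 were. Not all of these 54 are among the 95 genes of the list used here.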

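Of the 148 genes on the EIF4E4 list and not on the EIF4E3 list, 8 (5.41%) were on the EIF4E3 list labelled as after EIF4E4 RNAi, and 0 of the 28 ribosomal protein genes among the 148 were. If the lists were independent, 11.9 would be expected, from 125 of the 148 at the minimum level in those labelled as after RNAi (Fisher's exact test, two-sided, p = 0.280; computed after the count was seen). Which genes are absent from the EIF4E3 list before RNAi depends on the IPs of low depth. With TMM-scaled CPM it was 18 of 325, with none of 44 ribosomal protein genes. Without EIF4E4 control replicate 1, 2 or 3 the count was 4, 13 and 17, and without EIF4E4 IP replicate 1, 2 or 3 it was 5, 13 and 13. In the other direction, 6 of 606 genes (0.990%) on the EIF4E3 list and not on the EIF4E4 list were on the EIF4E4 list in the libraries labelled as after EIF4E3 RNAi, against 1.86 expected (Fisher's exact test, two-sided, p = 0.00928; computed after the count was seen). That list held another 27 genes that were on neither list before. Without EIF4E3 IP replicate 1 the count was 2, without replicate 3 of the libraries labelled as after EIF4E3 RNAi it was 0, and with EIF4E3 IP replicate 1 as the only EIF4E3 IP, a setting chosen after the depth of each library was seen, it was 16. With edgeR calls in place of the lists both counts were 0, since edgeR called no gene enriched with EIF4E4 (685 at an unadjusted p under 0.05, 66 by DESeq2). Both lists of one antibody set share their controls, so genes low in the controls of a set by chance enter both.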

While no transcripts could be found shifting from EIF4E4 to EIF4E3 upon EIF4E4 RNAi, a number of mRNAs previously only found with EIF4E3 co-precipitated with EIF4E4 after EIF4E3 depletion, although these do not seem to have any relevant features in common.

Assays were also set up to identify any changes in EIF4E3 protein partners after EIF4E4 depletion. Using the native anti-EIF4E3 antibodies, IP reactions were setup as described for the CLIP-Seq experiments before and after induction of EIF4E4 RNAi, with the samples sent for mass spectrometry identification of co-precipitated proteins. Except for a minor increase in the presence of PABP1 with EIF4E3 (∼1.7 fold), the results did not show any significant differences, before and after EIF4E4 depletion, for proteins associated with EIF4E3 which are known to be functionally relevant (Supplementary Table S8). These observations therefore indicate that EIF4E3 is not able to compensate for the lack of EIF4E4 in mediating translation of the EIF4E4-bound mRNAs.

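Between the EIF4E3 IPs labelled as with and without EIF4E4 RNAi, whose target shows no fall that holds across libraries, edgeR's quasi-likelihood test called 71 of 6842 genes, 23 higher and 48 lower in those labelled as after RNAi; 692 had an unadjusted p under 0.05. DESeq2, the choice that moved the count most in ratio with all libraries in use, called 15. Replicates did not overlap for 22 of the higher and 1 of the lower genes, and for 34.0% of all 6842 genes. With DESeq2's size factors in place of TMM, 73 were higher and 51 lower, and with library totals 85 and 28. Without any filter on low counts, 198 genes were called. Without EIF4E3 IP replicate 1 edgeR called 1570 genes, without replicate 2 none, and without replicate 1, 2 or 3 labelled as after RNAi 495, 116 and 128, so 1 library decides this count. The 5 genes that rose most, Tb927.11.8240, Tb927.11.10520, Tb927.10.1980, Tb927.10.3780 and Tb927.4.2410, had no read in the EIF4E3 IPs and were at least 6.10-fold to 7.59-fold higher in those labelled as after RNAi (3 counts over the group as the limit; without EIF4E3 IP replicate 1 the bounds fall below 1); each lost its call in 2 of 6 fits with 1 library left out, and Tb927.4.2410 in 3. The 1 gene that fell in every replicate was Tb11.v5.0616 (log2 fold change -8.08, standard error 0.99, adjusted p = 9.8e-13 by edgeR), with 13, 9 and 50 reads without RNAi and 1, 2 and 6 after it. For Tb11.v5.0616, changed with EIF4E3 by EIF4E4 RNAi, the call was lost without EIF4E3 IP replicate 2 (-8.31) and, at -2.38, with EIF4E3 IP replicate 1 as the only EIF4E3 IP (adjusted p = 0.22 by edgeR; chosen after the depth of each library was seen). Features named outside the chromosome scheme of TREU927, as this one is, took 30.2% and 33.7% of the reads of EIF4E3 IP replicates 2 and 3 and at most 0.907% elsewhere, so the fall cannot be read as an effect of the RNAi. The ribosomal protein genes had a higher share of the reads in every EIF4E4 IP than in any EIF4E4 control. With EIF4E3, they took 6.79% ± 2.80 of the counted reads in the libraries labelled as after EIF4E4 RNAi (3.66%, 7.65% and 9.06% in replicates 1, 2 and 3), against 7.07% ± 0.550 in the EIF4E3 controls. Of the 608 genes on the EIF4E3 list labelled as after RNAi, 1 was among the 95 ribosomal protein genes (0.164%, 95% interval 0.0290% to 0.926%). With the ribosomal protein rows of Tables S5 and S7 added, a list chosen after the data were seen, the number was 5. Between the EIF4E3 IPs with and without RNAi, the list's median change equalled that of all genes to within 0.01 (40 of 81 genes above it), its mean was 0.32 below, and its own median was 0.37. On the edgeR fit, camera gave an adjusted p of 0.033 for a fall against the other genes. Fry, which tests the list against no change, gave a p of 0.64 for a rise. Without replicate 1 labelled as after RNAi the median was 0.33 above that of all genes, without EIF4E3 IP replicate 3 it was 0.16 below and no longer called, and without EIF4E3 IP replicate 1 it was 3.91 below while camera called a rise. It was 0.33 below with library totals (25 of 81 genes above; camera on the edgeR fit, unadjusted p = 2.9e-05), 0.27 below without EIF4E3 IP replicate 2 (unadjusted p = 2.3e-06 by camera on the edgeR fit) and 0.66 below with EIF4E3 IP replicate 1 as the only EIF4E3 IP (19 of 83; camera on the edgeR fit, unadjusted p = 1.0e-10; chosen after the depth of each library was seen), so a change of 0 is not established. From the lack of transcripts that shifted to EIF4E3 and of changed protein partners, the paper reasons that EIF4E3 does not replace EIF4E4 in the translation of the mRNAs bound by EIF4E4.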

## Discussion

The large number of eIF4E and eIF4G paralogues identified in trypanosomatids implies extensive roles in regulating translation. While details remain unclear, the simultaneous and constitutive expression of many paralogues in both *Leishmania* and *Trypanosoma brucei* (Dhalia et al., 2005; Freire et al., 2011; Pereira et al., 2013; Tinti and Ferguson, 2022) suggests limited involvement in stage-specific functions. The greater abundance of EIF4E3 and EIF4E4, considering the original quantitation of the EIF4E1, EIF4E2, EIF4E3 and EIF4E4 paralogues (Dhalia et al., 2005; Freire et al., 2011), suggested more prominent roles for these proteins and associated complexes. EIF4E5 and EIF4E6, however, were not included in those studies which differ from a recent, high throughput, analysis suggesting that, except for EIF4E2, all *T. brucei* eIF4Es and eIF4Gs have similar abundances (Tinti and Ferguson, 2022). Moreover, neither EIF4E1 nor EIF4E2 seem able to form eIF4F-like complexes (Zinoviev et al., 2011; Freire et al., 2018; Terrao et al., 2018) and roles in translation for these paralogues would thus involve novel aspects yet to be defined. EIF4E1 in *T. brucei* functions as a translation inhibitor (Terrao et al., 2018; Falk et al., 2021), but contradictory evidence has been reported from the *Leishmania* orthologue (Zinoviev et al., 2011; Meleppattu et al., 2015). For those eIF4E and eIF4G homologues found forming eIF4F-like complexes, with five of those identified so far (Freire et al., 2017), a possibility would be for the different complexes to be associated with distinct sets of mRNA targets, possibly also involving the action of distinct protein partners. Indeed, this seem to be the case for the EIF4E6/EIF4G5 based complex, as recently reported (Melo do Nascimento et al., 2021).

Our new analysis, performed after cryogrinding and without detergent, not only confirmed previous results from *Leishmania* (Zinoviev et al., 2011, 2012b; Shrivastava et al., 2019a), but also identified additional proteins enriched with EIF4E4/EIF4G3 and EIF4E3/EIF4G4. A similar large cohort of proteins was identified using this protocol focusing on mRNA maturation factors, validating the approach as capable of increasing representation of mRNA processing interactions (Inoue et al., 2022). Although at this stage we cannot completely rule out some impaired functionality caused by the eYFP tagging of the eIF4G homologues only, since we were unable to generate cell lines lacking the untagged eIF4Gs, the efficient tagging observed for the first allele despite the likely haplo-insufficiency observed after the gene deletion attempts, the mass-spectrometry data compatible with translation factors and the quite distinct association with protein partners and mRNA targets are consistent with both tagged eIF4G homologues being mostly, if not fully, functional. The large number of proteins found in common with both EIF4G3 and EIF4G4, and to a minor extent with EIF4E4, is expected, due to their related roles in translation, while the differences seen for EIF4E3 may reflect the fact that it may have other functions beyond being a part of the EIF4E3/EIF4G4 complex. The present study then clearly defines major partners for the EIF4E4/EIF4G3 complex, while revealing a more diverse pattern of proteins associated with EIF4E3/EIF4G4. Proposed models for the different complexes based on the present and other work are shown in Figure 6.

**FIGURE 6:**
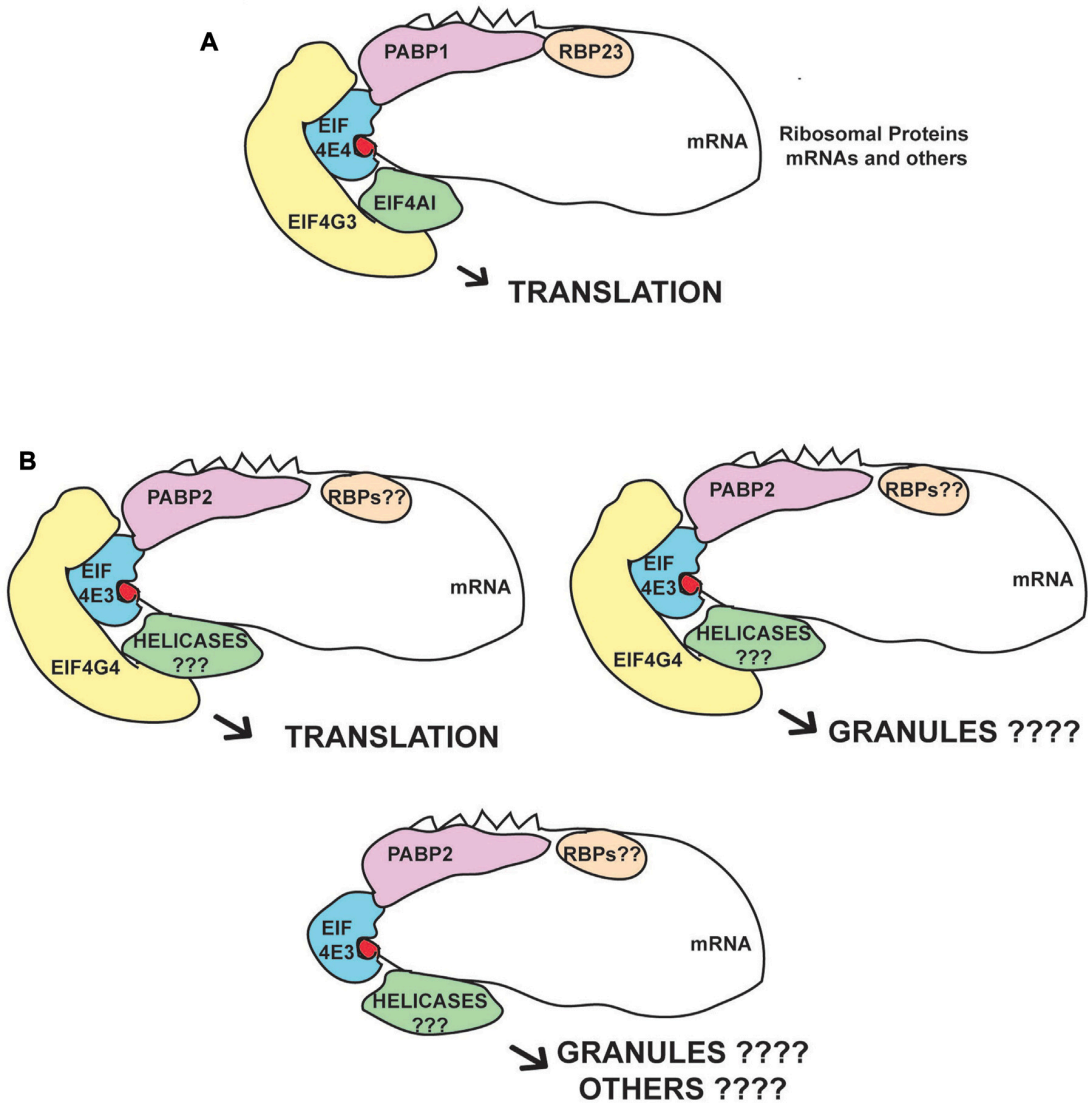
Proposed eIF4F-like complexes and variations based on the EIF4E3/EIF4G4 and EIF4E4/EIF4G3 subunits. **(A)** Consensus complex based on the immunoprecipitation data and on the known interactions between the EIF4E4/EIF4G3 subunits and its confirmed PABP1, EIF4AI and RBP23 partners. This complex seems to act mainly on translation with the mRNAs encoding ribosomal proteins as their major targets. **(B)** Complexes based on the EIF4E3/EIF4G4 subunits and their association with PABP2. Roles in both translation and other processes associated with RNA granules are postulated. EIF4E3 may also function in the absence of EIF4G4, due to the large difference in abundance between the two proteins, but the pairing between EIF4G4 and EIF4E3 is likely essential for translation and viability. We propose that the different RNA helicases and RBPs that specifically associate with these complexes modify their functions.

A specific association between the EIF4E4/EIF4G3 complex and PABP1 was identified in *Leishmania* (da Costa Lima et al., 2010) and corroborated by studies investigating PABP-interacting partners in both *Leishmania* and *T. brucei* (Kramer et al., 2013; de Melo Neto et al., 2018; Zoltner et al., 2018). An association with RBP23 was also identified in some of these studies and by our more recent results confirming direct interaction between PABP1 and RBP23, and the specific co-precipitation of the EIF4E4/EIF4G3 complex with a tagged RBP23 (Assis et al., 2021). Likewise, a specific association with *Leishmania* EIF4AI has also been implied by a stronger interaction with EIF4G3, as compared with EIF4G4, and by mutagenesis studies where EIF4G3, but not EIF4G4, is impacted by mutations targeting the LNK motif, required for the EIF4AI interaction and localized within the proteins’ MIF4G domain (Moura et al., 2015). Indeed, the evidence implies that the complex formed by EIF4G3/EIF4E4/EIF4AI most closely resembles the canonical eIF4F complex described from metazoans, despite a novel interaction between EIF4E4 and PABP1 (Zinoviev et al., 2011; de Melo Neto et al., 2018; Dos Santos Rodrigues et al., 2018). The fact that EIF4E4, EIF4G3, PABP1, EIF4AI and RBP23 all stimulate expression in the tethering assay and/or are directly implicated in protein synthesis (Dhalia et al., 2006; Freire et al., 2011; Erben et al., 2014; Moura et al., 2015; Lueong et al., 2016), while EIF4AI, EIF4E4, EIF4G3 and PABP1 are also associated with polysomes (Kramer et al., 2013; Klein et al., 2015), clearly defines a complex that is active during translation initiation.

The mass spectrometry data for the EIF4E3/EIF4G4 complex suggests a preference for PABP2 which has not been clearly defined before. The PABP2 association also with the negative control used here, the nuclear protein DRBD4, may be explained by PABP2 shuttling between the nucleus and cytoplasm (da Costa Lima et al., 2010; Kramer et al., 2013). Further relevant proteins related to this complex include SCD6 and DRBD2, both identified as translational repressors that localize to cellular granules (Cristodero et al., 2014; Lueong et al., 2016; Wippel et al., 2019). In contrast, PABP2 associates with polysomes and is required for protein synthesis (da Costa Lima et al., 2010; Kramer et al., 2013; Erben et al., 2014). Several zinc-finger proteins co-precipitated with EIF4E3/EIF4G4 are translational activators in tethering assays, including ZC3H18, ZC3H21 and ZC3H34 (Erben et al., 2014; Lueong et al., 2016). ZC3H21 was further shown to be a procyclic-specific regulator of translation which recruits the MKT1-PBP1 complex and binds a restricted number of mRNA targets (Liu et al., 2020). The uncharacterized protein Tb927.11.2250, identified as an activator in the tethering assay, was found to be associated with the mRNA-binding proteome (Erben et al., 2014; Lueong et al., 2016) and localizes to stress granules (Fritz et al., 2015). Both EIF4E3/EIF4G4 are also substantially enriched with an uncharacterized protein (AGP; Tb927.4.2070) which may be linked to the cytoskeleton. Overall, the mixed profile of proteins co-precipitated with EIF4E3/EIF4G4 suggests more diverse roles for this complex. Indeed, this is consistent with the evidence seen for *Leishmania* EIF4E3, which localizes to stress-induced cytoplasmic granules upon stress, an indication of possible roles associated with mRNA storage (Shrivastava et al., 2019a). A relevant observation is the reduction in EIF4G4 levels seen here upon depletion of EIF4E3, which is in agreement with recent data from *Leishmania* (Shrivastava et al., 2019b). Although this observation requires further investigation, it does suggest that EIF4G4 is mostly non-functional in the absence of its EIF4E3 partner and that EIF4E3 may have roles independent from EIF4G4.

The specific association of unique protein partners with individual eIF4F subunits may reflect alternative roles or possible mechanisms associated with specific mRNA targets. One such example is CAAP1, one of the topmost proteins associated with EIF4E3, previously implicated in flagellar biosynthesis (Pham et al., 2020). Intriguingly, both EIF4E3 and EIF4E4 co-precipitate specifically with AAA-ATPases (associated with various cellular activities). EIF4E3 co-precipitates with Midasin (MDN1), a mostly nucleolar protein with roles in assembly and export of the large ribosomal subunit (Kressler et al., 2012), while EIF4E4 is enriched with Cdc48/p97/VCP (valosin-containing protein), a major player in various cellular pathways normally associated with protein degradation (Ye et al., 2017). As for EIF4G3 and EIF4G4, the large number of proteins co-precipitating exclusively or mainly with these two eIF4G homologues are most likely associated with translation initiation events. The large number of proteins specifically enriched with EIF4G3 highlights relevant properties yet to be clearly defined but are compatible with the strong phenotype observed after RNAi (Moura et al., 2015). The more limited profile of proteins enriched specifically with EIF4G4, the most prominent being Tb927.10.2240, might indicate more restricted functions. Tb927.10.2240 has a nuclear transport factor domain and was first found to co-precipitate with components of the *T. brucei* exon junction complex (Bercovich et al., 2009). Its *T. cruzi* orthologue (TcNTF2L) has been characterized in more detail recently and found to associate specifically with various proteins involved with the mRNA export machinery (Inoue et al., 2022). Tb927.10.2240 was also identified as a possible DRBD3 partner (Fernandez-Moya et al., 2012), as an activator in the tethering assay and part of the *T. brucei* mRNA-associated proteome (Erben et al., 2014; Lueong et al., 2016), but the relevance of its co-precipitation with EIF4G4 is unclear. In contrast to the lack of a clear association with EIF4AI, as seen for both EIF4E4/EIF4G3 subunits, other abundant DEAD-box helicases are specifically enriched with EIF4E3 and EIF4G4, including HEL67 (Tb927.10.14550) and DBP2B (Tb927.8.1510). Interestingly, HEL67 is closely related to human DDX3 and yeast Ded1, proteins found to be directly involved in translation initiation (Mokdadi et al., 2021). In *Leishmania*, the HEL67 orthologue has been implicated in the response to stress (Padmanabhan et al., 2016) and in both *T. brucei* and *Leishmania* it has been also seen to be involved in translation and found to localize to starvation stress granules (Zinoviev et al., 2012a; Fritz et al., 2015). A greater association between EIF4E3/EIF4G4 and different RNA helicases may also reflect a greater need for these helicases during translation of mRNAs with longer 5′UTRs and with greater complexity than those found with the mRNAs bound by the EIF4E4/EIF4G3 complex. This is in agreement with the observation that the ribosomal protein mRNAs in *T. brucei*, specifically found with EIF4E4/EIF4G3, have 5′UTRs noticeably shorter than average (Jensen et al., 2014), therefore with presumably less requirement for helicases.

Only recently has a specific mRNA target been identified for one of the trypanosomatid eIF4F-like complexes, the EIF4E6/EIF4G5 subunits. The mRNA encoding the *T. brucei* Variant Surface Antigen (VSG) binds the RNA-binding protein CFP2, which specifically co-precipitates with EIF4E6, EIF4G5 and the translational activators MKT1 and PBP1. CFP2 mediates recruitment of the VSG mRNA by the translation apparatus through its binding to a defined sequence motif within the mRNA’s 3′UTR (Melo do Nascimento et al., 2021). Here, our results define a new set of mRNAs associated with the *T. brucei* EIF4E4/EIF4G3 complex, those encoding ribosomal proteins. This agrees with our recent observations from *Leishmania* which also show the specific co-precipitation of these mRNAs with RBP23 and PABP1, with both proteins also co-precipitating specifically with the EIF4E4/EIF4G3 complex (Assis et al., 2021). The ribosomal protein mRNAs are generally highly expressed, but presumably require tight control of their translation. In mammals they are characterized by the presence of an oligopyrimidine tract at their 5′ ends, with their translation regulated through the binding of the LARP RNA binding protein (Fonseca et al., 2018). In yeast, these mRNAs are also very efficiently translated and are found more closely associated with a closed loop complex formed by eIF4F and PABP, whereas most mRNAs encoding proteins classified in the catalytic activity categories seem to require a more relaxed eIF4F/PABP association for translation efficiency (Costello et al., 2015). In trypanosomatids, the presence of the 5′ SL sequence common to all mRNAs and starting with two purines rules out a mammal-like mode of mRNA recognition for the ribosomal protein mRNAs. These transcripts are markedly absent from cytoplasmic stress granules, which otherwise harbor most other cellular mRNAs (Fritz et al., 2015). Confirmation of their association with the EIF4E4/EIF4G3 complex, first suggested based on data from the characterization of the *T. brucei* PABPs (Zoltner et al., 2018), defines how their translation can be specifically regulated independently from most other mRNAs, as seen in mammals. This regulation may involve phosphorylation of both EIF4E4 and PABP1, a simultaneous event (de Melo Neto et al., 2015, 2018) that is mediated, in part at least, by the cell cycle regulated CRK1 kinase (An et al., 2018), here confirmed to be enriched with both EIF4E4 as well as EIF4G3. Our results then identify a specific translation regulation event which might be linked to the EIF4E4/EIF4G3 complex.

Although EIF4E4 has been shown in *Leishmania* to be essential for survival (de Melo Neto et al., 2015), EIF4E4 knockdown in *T. brucei* procyclic cells did not impact on viability or growth. This may be due to residual EIF4E4 left after the knockdown being enough to support its role in translation, despite not being detectable by western blot, or to EIF4G3 binding to the target mRNAs in the absence of EIF4E4. Another alternative would be for an eIF4E homologue other than EIF4E3, to compensate for the lack of EIF4E4. A possible candidate might be EIF4E1, since RNAi targeting both EIF4E1 and EIF4E4 leads to a drastic reduction in cell growth and translation (Freire et al., 2011). The eIF4Gs were not seen in previous EIF4E1 pull-downs (Falk et al., 2021), but in those experiments the association might have been reduced by detergent. Nevertheless, published evidence so far is more compatible with trypanosome EIF4E1 being a repressor of translation (Erben et al., 2014; Lueong et al., 2016; Terrao et al., 2018; Falk et al., 2021). The question then remains regarding how the *T. brucei* procyclic cells can compensate and survive after such a substantial reduction in EIF4E4 levels, greater than 90% after RNAi (Freire et al., 2011), while being sensitive to very limited changes in the abundance of its EIF4G3 partner (Moura et al., 2015).

The data reported in this manuscript defines, for the first time, specific differences related to the mode of action the two eIF4F-like complexes investigated here, highlighting known and likely binding partners as well as the different mRNA targets. Our data also highlights the need for further investigation into their function, especially when considering the role of the EIF4E3/EIF4G4 subunits, in translation and otherwise, perhaps through the characterization of several of the co-precipitating proteins found here. Knowledge regarding the EIF4E4/EIF4G3 mode of action benefited substantially from the *Leishmania* work focused on the characterization of its RBP23 and PABP1 partners de (de Melo Neto et al., 2018; Assis et al., 2021). The reasons why more proteins are enriched with EIF4E4 than with EIF4E3 will also need to be addressed, although this might reflect a greater abundance for free EIF4E3, leading to reduced ratios for enriched partners. Another major issue that deserves investigation deals with the features in bound mRNAs which define their association with specific complexes; are there specific motifs, or other properties such as length of the UTRs or nucleotide modifications which define the association with the different complexes? Solving these and other questions raised here, for instance regarding the possible involvement of RNA helicases other than EIF4AI with the function of the EIF4E3/EIF4G4 complex, should clarify important features regarding translation initiation in trypanosomatids and how the different eIF4F complexes can help these parasites regulate their response to external stimuli. They might also shed some light on poorly defined mechanistic aspects of translation initiation in eukaryotes in general.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ebi.ac.uk/pride/archive/, PXD033857 https://www.ncbi.nlm.nih.gov/geo/, GSE206064.

# Supplementary material for: Distinct mRNA and protein interactomes highlight functional differentiation of major eIF4F-like complexes from Trypanosoma brucei
**Source:** Front Mol Biosci. 2022 Oct 7;9:971811. doi: 10.3389/fmolb.2022.971811
**Supplement:** Supplementary file 3

**Supplementary Table S1**

**Oligonucleotides used for the generation of the transgenic cell lines**

| **Gene** | **Sense** | **Sequence** |
| --- | --- | --- |
| **EIF4E3 Deletion** | ***Foward*** | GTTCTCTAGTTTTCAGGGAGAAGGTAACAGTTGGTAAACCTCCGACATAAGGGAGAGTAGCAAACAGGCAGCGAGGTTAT ATGATTGAACAAGATGGATTG |
|  | ***Reverse*** | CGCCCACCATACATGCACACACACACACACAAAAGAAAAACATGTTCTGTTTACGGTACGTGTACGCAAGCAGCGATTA TCAGAAGAACTCGTCAAGAA |
| **EIF4E4 Deletion** | ***Foward*** | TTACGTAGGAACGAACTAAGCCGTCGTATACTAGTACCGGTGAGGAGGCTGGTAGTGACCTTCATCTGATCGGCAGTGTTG ATGATTGAACAAGATGGATTG |
|  | ***Reverse*** | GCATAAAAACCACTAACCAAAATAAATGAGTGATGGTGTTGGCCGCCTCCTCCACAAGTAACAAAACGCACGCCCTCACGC TCAGAAGAACTCGTCAAGAA |
| **EIF4G3 Deletion** | ***Foward*** | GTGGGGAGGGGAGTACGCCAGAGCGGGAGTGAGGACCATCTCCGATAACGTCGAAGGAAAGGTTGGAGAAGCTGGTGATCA ATGATTGAACAAGATGGATTG |
|  | ***Reverse*** | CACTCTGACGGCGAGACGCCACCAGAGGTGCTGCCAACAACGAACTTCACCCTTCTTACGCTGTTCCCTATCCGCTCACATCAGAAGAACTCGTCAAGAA |
|  | ***Reverse*** | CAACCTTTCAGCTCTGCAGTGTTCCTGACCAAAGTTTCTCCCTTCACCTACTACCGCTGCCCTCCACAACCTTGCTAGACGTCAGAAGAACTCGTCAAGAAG |
| **EIF4E3 YFP**  **N-terminal** | ***Foward*** | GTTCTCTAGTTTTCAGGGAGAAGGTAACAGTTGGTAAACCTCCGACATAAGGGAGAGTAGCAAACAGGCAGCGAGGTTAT ATGCCTTTGTCTCAAGAAGAA |
|  | ***Reverse*** | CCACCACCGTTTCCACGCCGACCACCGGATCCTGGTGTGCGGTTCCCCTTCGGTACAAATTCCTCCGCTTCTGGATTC ATGGTGGCGGAAGCTTGAGAAC |
| **EIF4E4 YFP**  **N-terminal** | ***Foward*** | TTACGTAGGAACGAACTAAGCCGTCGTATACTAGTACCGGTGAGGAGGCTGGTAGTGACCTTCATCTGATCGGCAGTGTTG ATGCCTTTGTCTCAAGAAGAA |
|  | ***Reverse*** | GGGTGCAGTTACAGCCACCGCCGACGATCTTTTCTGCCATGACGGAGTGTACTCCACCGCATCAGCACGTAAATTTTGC ATGGTGGCGGAAGCTTGAGAAC |
| **EIF4G3 YFP**  **N-terminal** | ***Foward*** | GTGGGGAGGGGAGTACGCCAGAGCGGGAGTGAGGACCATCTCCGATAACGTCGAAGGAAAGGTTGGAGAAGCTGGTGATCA ATGCCTTTGTCTCAAGAAGAA |
|  | ***Reverse*** | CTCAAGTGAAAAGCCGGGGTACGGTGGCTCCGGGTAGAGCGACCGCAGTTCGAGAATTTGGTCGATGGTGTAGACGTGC ATGGTGGCGGAAGCTTGAGAAC |
| **EIF4G4 YFP**  **N-terminal** | ***Foward*** | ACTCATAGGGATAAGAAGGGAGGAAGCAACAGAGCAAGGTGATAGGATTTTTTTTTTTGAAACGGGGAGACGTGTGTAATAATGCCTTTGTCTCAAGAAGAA |
|  | ***Reverse*** | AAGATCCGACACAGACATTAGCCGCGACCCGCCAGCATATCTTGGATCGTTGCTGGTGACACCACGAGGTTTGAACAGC ATGGTGGCGGAAGCTTGAGAAC |

How the deposited data were processed for this re-analysis (not part of the article)

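The data are read counts per gene of 18 CLIP-seq libraries from procyclic *T. brucei*, in 6 groups of 3 replicates. For each of the EIF4E3 and EIF4E4 antibodies there are negative controls, IPs without RNAi and IPs after 48 h of RNAi against the other homologue. The labels describe the IPs without RNAi as wild type and list an antibody for the controls, whereas the paper states that the controls lacked antibodies and that non-induced RNAi cells were the control; groups were named here by antibody set, IP or control, and RNAi. The labels also name Lister 427 cells, and the counts are on genes of TREU927.

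According to the methods, the authors sequenced the libraries on a MiSeq, removed low-quality bases and short reads with Trimmomatic after FastQC, and mapped and counted the reads with STAR on the TREU927 genome of TriTrypDB, and the values they deposited are raw counts per gene, 1 library per file, without normalization and with replicates not pooled. The files of the EIF4E4 set also end with totals of uncounted reads under the names that htseq-count uses. Reads of low mapping quality were thus not counted on genes there. Those of the EIF4E3 set hold no such totals, and the share of reads not counted on genes is not known for that set. In the EIF4E4 set it was 82.4% to 95.2% in the controls, 61.3% to 71.4% in the IPs and 66.6% to 86.6% in the IPs labelled as after EIF4E3 RNAi.

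In the file of EIF4E3 IP replicate 3, 2 genes are missing and 1 line has no value; these genes were left out in every library, which leaves 11701. Of these, 8476 had a read in at least 1 library and 3225 had none. The reference annotation available here (ASM244v1) matched 4606 of the identifiers and was used only to describe features. It gives no gene lengths for the authors' annotation, so the TPM of the paper were not computed, and CPM took their place.

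Counted reads per library ranged from 94213 to 553332 in the EIF4E3 controls, from 527013 to 666132 in the EIF4E3 IPs labelled as after EIF4E4 RNAi, from 94594 to 259250 in the EIF4E4 controls, from 358759 to 1670242 in the EIF4E4 IPs and from 196147 to 908941 in the IPs labelled as after EIF4E3 RNAi. EIF4E3 IP replicates 1, 2 and 3 had 598668, 4520 and 16440, so that 1 read equals 1.67, 221 and 60.8 CPM. All 3 were kept in the results given at the claims.

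The paper's rule was applied as a mean of at least 50 CPM in the 3 IPs and a ratio of the means of IP and control over 2. The paper states the minimum as 50 reads in the mean of the replicates, and this was run as an alternative. Shares of lists and of reads carry Wilson 95% intervals, which cover counting error only, and the share of ribosomal protein genes on a list was tested with Fisher's exact test against the genes at the minimum level. In addition, the counts were tested with edgeR (TMM, filterByExpr with a minimum count of 10, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment within each comparison). Genes were called at an adjusted p under 0.05, and for enrichment over the controls also at a log2 fold change over 1. The 9 libraries of each antibody set were fitted together (6 residual degrees of freedom), and the difference between both enrichments, (EIF4E4 IP over its controls) against (EIF4E3 IP over its controls), was tested in the 12 libraries without RNAi (8 residual degrees of freedom). Standard errors are the log2 fold change divided by the square root of the F statistic.

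The ribosomal protein list holds the 95 genes so classed in Table S6, which comes from other libraries; it was tested as a set with limma's camera (inter-gene correlation 0.01) on the edgeR fit, adjusted over 5 set tests, and its effect is the median log2 fold change of the list minus that of all genes tested. A fold change against a group without reads is given as a lower bound, with 3 counts over the group as the limit. To see what unchanged groups would give, IPs with the mean levels of the controls were drawn 100 times at the depth of each library, with counting noise alone or with the fitted spread between replicates. The tests were tested on simulated data: of 200 genes changed by 3 on the log2 scale, 65% were recovered for EIF4E3, 100% for EIF4E4, 100% for EIF4E4 with and without RNAi and 39.5% for the difference between both enrichments, with 7, 9, 9 and 3 other genes called. In simulations in which no gene changed, camera gave a p under 0.05 for the ribosomal protein list in 18 of 20 for EIF4E3, 1 of 20 for EIF4E4 and 7 of 20 for the difference. In the simulations with changed genes and in those without, genes were drawn independently at a spread that follows level alone. They leave out genes that vary together or spread more than their level predicts.

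Genes named in the text are the RNAi targets and their EIF4G partners, the kinase and the gene classes the paper names, the 5 highest genes of each part of Table 5 and those whose value differs from the paper's, the 3 most abundant features of each control, and for each edgeR comparison up to 5 genes per direction with the largest change among called genes whose replicates did not overlap (for the difference between both enrichments, IPs apart from their controls on opposite sides in the antibody sets). Values in the paper's tables had been seen when this rule was written. The 20 genes counted in the closing section, and the other genes of Table 5 given as protein kinases, phosphatases or RNA-binding proteins, were chosen beyond it.

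Alternatives tried were DESeq2's size factors or library totals in place of TMM, DESeq2's Wald test in place of edgeR, no filter on low counts or a mean count of at least 50 in a group, only the groups compared or all 18 libraries in the fit, the adjusted p alone without the fold change, the replicate number as a block, the 3 features that lead a control column of Table S4 left out, fry in place of camera, TMM-scaled CPM, a minimum of 20 or 100 CPM or of a mean of 50 reads for the paper's rule, every IP required above every control, other definitions of the transcripts retained after RNAi, and each library left out in turn. Libraries of at least 50000 counted reads only, no library that shares reads with another, and the ribosomal protein genes of Tables S5, S6 and S7 together (126 genes) were added after the data were seen. Every comparison was repeated on other splits of its libraries (all 10 splits of 3 against 3, or 100 drawn with a fixed seed). The work used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6. The SOLiD experiment and the mass spectrometry data were not analysed here.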

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

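Of the tests below, the counts over other splits of the libraries were written before the results were seen; those that leave out EIF4E3 IP replicates 2 and 3 or the libraries that share reads, and those on the 20 genes of the last paragraph, were chosen only afterwards.

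A test of the difference itself (the interaction of IP and antibody set) called 730 of 6605 genes whose enrichment over the controls differs between EIF4E3 and EIF4E4, 462 higher with EIF4E4 and 268 lower, and 1707 had an unadjusted p under 0.05; the median of all genes was 0.40 with TMM, 0.30 with library totals and 0.76 with DESeq2's size factors, so the balance of both directions depends on the scaling (1048 calls, 79.8% of them higher with EIF4E4, with size factors). Low depth of EIF4E3 IP replicates 2 and 3 was tested by leaving both out: 1124 genes were then called, 625 of the 730 among them, which argues against these libraries as the whole source of the calls, although EIF4E3 is then represented by 1 IP whose spread is assumed to be that of the other groups. Without EIF4E3 IP replicate 1, in turn, 797 genes were called but only 157 of the 730 were among them, so most of the 730 rest on this library. Without EIF4E4 IP replicate 3, which shares its reads with a library labelled as after RNAi, 367 genes were called, 345 of them among the 730. Chance cannot be excluded by the splits: with IPs and controls exchanged at random within each antibody set, 5 of 100, the real one included, gave as many calls, while 20 simulations at the fitted spread in which no gene changed gave at most 2. The antibody sets had separate controls and their files were written in different forms, so a batch between the sets, in so far as it acts differently on IPs and controls, is confounded with the antibody in this design. In EIF4E3 IP replicates 2 and 3 the 10 highest genes took 26.0% and 24.2% of the reads, against 2.81% to 12.5% in the other 16 libraries; GC content and gene length were not tested. A difference in the mRNAs bound by EIF4E3 and EIF4E4 stays open as the biological explanation and was not tested apart from these.

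The second result is a difference between groups tested as an interaction as well: the enrichment of the ribosomal protein list was 0.96 higher with EIF4E4 than with EIF4E3, relative to all genes (57 of 82 genes; camera on the edgeR fit, adjusted p = 9.6e-04). Low depth of EIF4E3 IP replicates 2 and 3 may account for part of its size, since without them the difference was 0.30 and no longer called (camera on the edgeR fit, unadjusted p = 0.0814). Splits of the libraries gave a set p as small in 43 of 100, the real one included, a difference as large was reached in 22 of 100, and camera gave a p under 0.05 in 7 of 20 simulations without any change, so chance cannot be excluded by the splits. In these simulations the difference lay between -0.00493 and 0.51 (median 0.26), so its level without a change is above 0; 0.96 lies above all of them, and the 0.30 without the IPs of low depth, for which no simulation was run, lies within their range. Between settings with all libraries the difference lay between 0.82 and 1.46, and with 1 library left out between -2.82 and 1.26; the value of -2.82 is that without EIF4E3 IP replicate 1, where camera, which does not use the medians, still gave a rise. Without EIF4E4 IP replicate 3, whose reads are shared, the difference was 1.02. Preferred binding of ribosomal protein mRNAs by EIF4E4, as the paper proposes, stays open, and so does a loss of these mRNAs from 2 IPs of low yield, in which they took 1.15% and 2.64% of the reads, against 8.54% in EIF4E3 IP replicate 1.

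The third result is a signal in data the paper does not discuss. The 20 genes with the most reads in EIF4E3 IP replicate 2 among those absent from the EIF4E3 controls took 29.6% of that library (1339 reads), by which they were chosen, and 23.6% of EIF4E3 IP replicate 3 (3884 reads), which was not used for the choice. Features named outside the chromosome scheme of TREU927 took 30.2% and 33.7% of these libraries, against 0.424% to 0.907% in the other 16. A background of the same reads in every library, made visible by low depth, is argued against by the highest number of these reads in the 12 other libraries not used for the choice, 6 (at most 0.000879% of a library). Reads passed on from EIF4E4 IP replicate 2, where 18 of the genes had 1568 reads, are argued against because they made up 0.0939% there, so reads passed on would bring mostly other genes. What stays open is untested: reads from cells or a strain that differ from TREU927 in these genes, RNA of another source in these libraries, or reads passed on from a library not used here. The highest of the 20 genes, Tb927.10.13530, had 349, 477 and 409 reads in EIF4E3 IP replicates 2 and 3 and EIF4E4 IP replicate 2 and none in the other libraries; it was singled out after its values were seen. Since EIF4E3 IP replicate 1 had 1 read on the 20 genes and the libraries share antibody and label, no biological explanation is offered by the design and none was tested.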

How the results depend on the processing

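The settings without EIF4E3 IP replicates 2 and 3, without the libraries that share reads, and with the wider ribosomal protein list were chosen after the data were seen; the others were set before the data were examined. TPM could not be computed, so alternatives set out in TPM were run in CPM. Counts are given below where a setting moved them by more than 1.5 times, and for these moves the cause was not tested unless the setting itself takes away genes or libraries.

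Some results moved little. EdgeR called no gene changed with EIF4E4 by EIF4E3 RNAi in any of 9 settings, of 6 fits with 1 library left out, and without the libraries that share reads. At an unadjusted p under 0.05 there were 15 genes with all libraries (37 by DESeq2), 68 without the libraries that share reads, and 2 to 167 with 1 library left out. The ribosomal protein list was above all genes with EIF4E4 by 1.12 to 1.17 in 5 settings and by 0.85 to 1.49 with 1 library left out, although its call was lost under fry (below). The length of the EIF4E3 list of the paper's rule was 594 to 689 genes with 1 library left out, but its members changed: of the 615 genes, 520, 389 and 522 were listed without EIF4E3 IP replicate 1, 2 or 3 (of 623, 595 and 689). The list labelled as after EIF4E4 RNAi held 435 to 832 in 6 settings and 577 to 783 with 1 library left out. Of the 30 highest with EIF4E4, 17 to 26 were retained with 1 library left out, and none of the 30 with EIF4E3. In the controls, the share of reads on ribosomal protein genes lay between 6.75% and 7.23% (EIF4E3) and between 9.52% and 11.7% (EIF4E4). For the EIF4E3 transcript with EIF4E4, EIF4E3 RNAi against none, the log2 fold change lay between -0.55 and -0.41 in 9 settings and between -1.09 and -0.18 with 1 library left out.

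The test and the scaling moved several counts. With DESeq2's Wald test the number enriched with EIF4E3 was 67 (293 with edgeR), in the libraries labelled as after EIF4E4 RNAi 38 (223), with EIF4E4 66 (0) and in the libraries labelled as after EIF4E3 RNAi 27 (0); it called 15 genes changed with EIF4E3 by EIF4E4 RNAi (71) and 247 between both enrichments (730). With DESeq2's size factors in edgeR, the changed genes with EIF4E3 numbered 124, and with library totals 113; with totals 355 genes were enriched with EIF4E3 in those labelled as after RNAi and 2 with EIF4E4. Without a filter on low counts the changed genes numbered 198, those enriched with EIF4E3 in those labelled as after RNAi 83, those enriched with EIF4E4 4 and those between both enrichments 470, while a mean count of at least 50 in a group gave 477 for the last. With only the groups compared in the fit, 574 genes were enriched with EIF4E3 in those labelled as after RNAi, and with all 18 libraries 1 was with EIF4E4.

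Under the paper's rule, TMM-scaled CPM gave 354 genes with EIF4E4 (157 with CPM) and 180 in the libraries labelled as after EIF4E3 RNAi (92). A mean of at least 50 reads in place of 50 CPM left 139 genes with EIF4E3 (615), of which 3.60% were ribosomal protein genes (0.976%). Among the genes at the minimum level the share was 7.61% (2.78%). With every IP required above every control, 63 and 77 genes were left with EIF4E3 and EIF4E4, of which 3.17% and 33.8% were ribosomal protein genes. Of the genes of Table 5, 25 were retained with EIF4E3 in place of 0 of the 30 highest. With edgeR calls in place of the lists, 0 of the 30 highest were retained with EIF4E4 (24) and both shifts were 0 (8 and 6), and with TMM-scaled CPM the shift from EIF4E4 to EIF4E3 was 18. Under limma's fry on the edgeR fit, the differences of the medians are the same but all 4 calls of camera were lost by adjusted p: the list with EIF4E3 by EIF4E4 RNAi (-0.00566; limma's fry on the edgeR fit, adjusted p = 0.637, as a rise), the list with EIF4E4 by EIF4E3 RNAi (-0.45; adjusted p = 0.460), the list with EIF4E4 against EIF4E3 (0.96; adjusted p = 0.270) and the list with EIF4E4 (1.14; adjusted p = 0.182, and 0.036 unadjusted). Fry tests the list against no change and camera tests it against the other genes, so a call lost under fry answers another question. In the other settings, the calls of the list compare the unadjusted p. Without a filter the first of these was -0.0417 and no longer called. For the EIF4E4 transcript with EIF4E3, EIF4E4 RNAi against none, the log2 fold change was -5.32, and it was -6.12 with library totals, -5.25 without a filter, -5.36 with only the groups compared and -5.21 with DESeq2, in each of which the call was lost.

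With 1 library left out, the genes changed with EIF4E3 by EIF4E4 RNAi ranged from 0 (without EIF4E3 IP replicate 2) to 1570 (without EIF4E3 IP replicate 1), with 495, 116 and 128 without replicate 1, 2 or 3 labelled as after RNAi. Those enriched with EIF4E3 ranged from 165 to 449 (without EIF4E3 IP replicate 1 or 2), and in those labelled as after RNAi from 39 to 339, with 74, 39 and 48 without EIF4E3 control replicate 1, 2 or 3 and 339, 90 and 96 without replicate 1, 2 or 3 labelled as after RNAi. Those enriched with EIF4E4 numbered 0 to 2 (2 without EIF4E4 IP replicate 2). The difference between both enrichments ranged from 224 to 857 genes, and was moved by leaving out any 1 of the EIF4E3 controls (412, 321 and 336), of the EIF4E4 IPs (467, 435 and 367) or of EIF4E4 control replicates 1 and 3 (355 and 224).

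The EIF4E4 list of the paper's rule ranged from 81 (without EIF4E4 IP replicate 1) to 416 (without EIF4E4 control replicate 2), its share of ribosomal protein genes from 7.69% (without EIF4E4 control replicate 2) to 30.9% (without EIF4E4 IP replicate 1; 29.3% without EIF4E4 control replicate 1), and the list labelled as after EIF4E3 RNAi from 80 to 291 (without EIF4E4 control replicate 2; 166 without replicate 3). The shift from EIF4E4 to EIF4E3 ranged from 4 to 17 (4, 13 and 17 without EIF4E4 control replicate 1, 2 or 3, and 5, 13 and 13 without EIF4E4 IP replicate 1, 2 or 3) and that from EIF4E3 to EIF4E4 from 0 to 9 (0 without replicate 3 labelled as after EIF4E3 RNAi, 2 without EIF4E3 IP replicate 1). The difference of the medians of the ribosomal protein list ranged from 0.0879 to 3.98 with EIF4E3 (3.98 without IP replicate 1, where camera called a fall, and 0.46 without replicate 2, called a rise), from -3.91 to 0.33 with EIF4E3 by RNAi (-3.91 without IP replicate 1, where camera called a rise, 0.33 without replicate 1 labelled as after RNAi, and -0.16 without IP replicate 3, not called; -0.66 with EIF4E3 IP replicate 1 as the only EIF4E3 IP, chosen after the data were seen, and -0.33 with library totals, both called a fall), from -0.74 to -0.13 with EIF4E4 by RNAi, and from -2.82 to 1.26 for EIF4E4 against EIF4E3 (-2.82 without EIF4E3 IP replicate 1). For the EIF4E4 transcript with EIF4E3, EIF4E4 RNAi against none, it ranged from -5.85 to 1.98 (1.98 without EIF4E3 IP replicate 3), and the call held only without EIF4E3 IP replicate 1 (-5.85).

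With the replicate block, 18 genes were changed with EIF4E3 by RNAi, 69 enriched with EIF4E3, 103 in those labelled as after RNAi and 60 called between both enrichments; the ribosomal protein list came to -0.0389 with EIF4E3 and to 0.12 by RNAi, both on the other side of 0, and the EIF4E4 transcript with EIF4E3, EIF4E4 RNAi against none, to -3.42, no longer called. Correlations of residuals between groups for the same replicate number lay between -0.24 and 0.26, and 5 of 18 were over 0.1. In the EIF4E3 set these residuals depend on the IPs of low depth, so they cannot exclude a pairing. EIF4E3 IP replicate 1 correlated at 0.801 with replicate 1 labelled as after EIF4E4 RNAi. EIF4E4 IP replicate 2, in turn, was closest to another number, replicate 1 labelled as after EIF4E3 RNAi (0.934). Whether a pairing lies behind the block is therefore not settled.

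With EIF4E3 IP replicate 1 as the only EIF4E3 IP, a setting chosen after the depth was seen, 854 genes were enriched with EIF4E3, 582 in those labelled as after RNAi, 0 changed by RNAi (1215 at an unadjusted p under 0.05) and 1124 between both enrichments. The ribosomal protein list was then above all genes by 0.75 with EIF4E3, now called, and by 0.30 with EIF4E4 against EIF4E3, not called, and made up 2.37% of the EIF4E3 list. Of the 30 highest 22 were retained, and the shifts were 5 to EIF4E3 and 16 to EIF4E4. For the EIF4E4 transcript with EIF4E3, EIF4E4 RNAi against none, the change reversed to 3.19. Without the libraries that share reads, chosen after this was seen, 367 genes were called between both enrichments and the shift from EIF4E4 to EIF4E3 was 13. With the wider ribosomal protein list, chosen after the first was counted, the share of the EIF4E4 list was 27.4% and that of the reads of the EIF4E3 controls 7.90%.

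For 55 results of 43 single genes, 394 of 455 settings with all libraries and 302 of 386 with 1 library left out kept direction and side of the threshold, 46 and 76 lost the call, and 14 and 5 gained one. Of the settings chosen after the data were seen, 48 of 64 kept both. The sign changed for Tb927.11.10560, enriched with EIF4E3 by -0.48, with library totals (0.0519) and with libraries of at least 50000 counted reads (0.19, chosen after the data were seen); for Tb927.8.4820, enriched with EIF4E4 by -0.41, without EIF4E4 control replicate 2 (0.90, the others down to -0.78); for Tb927.10.10590, enriched with EIF4E3 by 3.36, without EIF4E3 IP replicate 1 (-5.18, the others up to 3.66); and for Tb927.10.14890, enriched with EIF4E3 by 1.65, without EIF4E3 IP replicate 1 (-0.0704, the others up to 2.17, called without EIF4E3 IP replicate 2). Of these, only the histone H2B gene Tb927.10.10590 had been called.

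Depth limits the EIF4E3 results. A single read in EIF4E3 IP replicate 2 is worth 221 CPM and carries a gene over the minimum mean of 50 CPM by itself, and counting noise at these depths put a median of 505 genes on a list of unchanged genes. In simulated data, the edgeR test recovered 65% of genes changed by 3 on the log2 scale with EIF4E3. It recovered 39.5% in the difference between both enrichments and 100% with EIF4E4. Genes in the data can spread more than the simulated ones, so these shares may be too high.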

Differences from the paper's values

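Alternatives below were set before the data were examined, except the setting with EIF4E3 IP replicate 1 as the only EIF4E3 IP, that without the libraries that share reads, and the wider ribosomal protein list, which were chosen after the values were seen. The values here are in CPM and the paper's in TPM, so lists and ratios of the same rule are compared on the ratio over the control.

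The EIF4E3 list held 615 genes here and the paper's 297 transcripts, and none of 12 alternatives came within 1.5 times of the paper's number, the minimum of 50 reads that the paper states (139 genes) among them; with EIF4E3 IP replicate 1 as the only EIF4E3 IP it held 803, and 213 of the paper's 297 transcripts were among them. In the libraries labelled as after EIF4E4 RNAi the list held 608 genes against the paper's 371; it came to 435 with a minimum of 100 CPM, 487 with a mean of at least 50 reads and 475 with every IP above every control, within 1.5 times of the paper's number, and not in the other 9 of 12 alternatives.

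Ribosomal protein genes on the EIF4E3 list numbered 6 against the paper's 11; with TMM-scaled CPM (8) and without EIF4E3 IP replicate 2 (9) the numbers were within 1.5 times, and in the other 10 of 12 alternatives they were not. For EIF4E4 they numbered 29 against the paper's 54; TMM-scaled CPM (47), leaving out EIF4E4 control replicate 1 (44) and leaving out EIF4E4 IP replicate 2 (43) brought them within that range, and the other 9 alternatives did not. In the libraries labelled as after EIF4E4 RNAi the EIF4E3 list held 1 against the paper's 10, which none of 12 alternatives reached. In the libraries labelled as after EIF4E3 RNAi the EIF4E4 list held 16 against the paper's 25; the number was 25 with TMM-scaled CPM, 20, 18 and 18 without EIF4E4 control replicate 1, 2 or 3, and 21 and 22 without replicate 1 or 3 labelled as after EIF4E3 RNAi, and the other 6 of 12 alternatives stayed below that range. With the wider list, chosen after the values were seen, they numbered 9 for EIF4E3 and 43 for EIF4E4. In the libraries labelled as after RNAi they numbered 5 for EIF4E3 and 22 for EIF4E4. That list holds the ribosomal protein transcripts of the paper's own lists, so it drops none of them.

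Of the EIF4E4 list, 18.5% were ribosomal protein genes, against the paper's 40%. The share was within 1.5 times of it with every IP above every control (33.8%), without EIF4E4 control replicate 1 (29.3%) and without EIF4E4 IP replicate 1 (30.9%), and in none of the other 9 alternatives; with the wider list, chosen after the values were seen and dropping none of the paper's ribosomal protein transcripts, it was 27.4%. Of the 30 highest with EIF4E3, 0% were retained in the libraries labelled as after RNAi here, against the paper's 90%; of 13 alternatives, only the genes of Table 5 in place of the 30 highest here (83.3%) came within that range. With EIF4E3 IP replicate 1 as the only EIF4E3 IP, chosen after the values were seen, 73.3% were retained, and 213 of the paper's 297 EIF4E3 transcripts, but not the rest, were on the list.

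In Table 5, the log2 ratio differed for 16 of the 30 EIF4E3 transcripts from the paper's. For GPEET procyclin and Tb927.10.3970 the difference exceeded the SD over replicates. The others had a library without a read, which inflates the SD, so there the ratios counted as different if they were more than 1.5 times apart or opposite in sign; apart from changes of sign, all of these differences are smaller than the SD. Where an alternative brought the value within the tolerance, it is named; the others run for that gene (8 in all, or 7 where 1 gave no value) did not. GPEET procyclin (Tb927.6.510) had 6.62 against the paper's 5.14 (TMM-scaled CPM, without EIF4E3 control replicate 2, and without EIF4E3 IP replicate 3), Tb927.2.3880 had 1.90 against the paper's 3.24 (without IP replicate 2), Tb927.10.12730 2.36 against the paper's 3.02 (TMM-scaled CPM, without control replicate 3, and without IP replicate 2 or 3), Tb927.11.3760 2.01 against the paper's 2.66 (TMM-scaled CPM, without control replicate 2 or 3, and without IP replicate 2 or 3), Tb927.5.2160 3.52 against the paper's 2.56 (without control replicate 1), Tb927.3.2960 1.64 against the paper's 2.44 (TMM-scaled CPM, without control replicate 1, and without IP replicate 2), Tb927.8.5440 3.45 against the paper's 2.32 (without control replicate 1), Tb927.11.16820 1.44 against the paper's 2.32 (TMM-scaled CPM and without IP replicate 2 or 3), Tb927.3.4710 1.43 against the paper's 2.29 (TMM-scaled CPM, without control replicate 3, and without IP replicate 2 or 3) and Tb927.11.3310 1.21 against the paper's 2.24 (TMM-scaled CPM and without IP replicate 2). No alternative did so for Tb927.1.2310 (2.48, the paper's 3.94), Tb927.5.820 (-0.20, the paper's 2.99), Tb927.6.5020 (1.33, the paper's 2.97), Tb927.10.3970 (4.66, the paper's 2.51), Tb927.6.5010 (-0.88, the paper's 2.40) and Tb11.v5.0722 (0.73, the paper's 2.38). The last has 24 reads in the 18 libraries, and Table S5 gives its value under Tb927.9.15760, which has no read in any of them, so this difference may be one of identifiers. With EIF4E3 IP replicate 1 as the only EIF4E3 IP, chosen after the values were seen, the ratios of Tb927.6.510 (4.94), Tb927.1.2310 (4.06), Tb927.6.5020 (2.92), Tb927.11.3760 (3.26), Tb927.10.3970 (2.72), Tb927.3.2960 (2.70), Tb11.v5.0722 (2.31), Tb927.3.4710 (2.77) and Tb927.11.3310 (2.10) did not differ from the paper's, and 29 of the 30 transcripts were over 2-fold.

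For EIF4E4, 4 of the 25 transcripts with a value differed, all in sign: Tb927.8.3110 had -0.18 against the paper's 2.27 (not different without EIF4E4 control replicate 3, and in none of the other 7 alternatives), and Tb927.4.3880 (-0.91, the paper's 2.14), Tb927.9.15380 (-2.05, the paper's 2.08) and Tb927.10.3850 (-0.0160, the paper's 1.82) differed in all 8.

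Among statements without a number, the paper counts tubulins, histones and procyclins among the abundant mRNAs of the controls. Of the 100 most abundant genes here, tubulins and procyclins were 0 in both controls and histones 0 and 1, whereas ribosomal proteins were 38 and 55 and elongation factors 1 and 2, as the paper states for these. Genes of nearly identical copies have next to no counts in these files (at most a mean of 6.12 CPM for the beta tubulin gene Tb927.1.2390), and 2 of the paper's 5 histone transcripts had no read in any library, so the numbers of tubulins and histones do not speak against the paper's statement. For procyclins this reason is not shown. GPEET procyclin (Tb927.6.510) was counted, with 6754 reads in the 18 libraries and a mean of 54.1 CPM in the EIF4E3 controls. The paper states that histone, BARP and dynein mRNAs came down with EIF4E3; none of its 5 histone, 1 BARP and 2 dynein transcripts passed the rule here, while 2 of the histones did with EIF4E3 IP replicate 1 as the only EIF4E3 IP (chosen after the values were seen; 213 of the paper's 297 transcripts pass), and GPEET procyclin passed in both. Of its 2 kinesins, Tb11.v5.0819 passed only with all libraries and Tb927.10.14890 only in that setting. The paper states that no transcript moved from EIF4E4 to EIF4E3 after EIF4E4 RNAi; here 8 of 148 genes did under the paper's rule, none of them among the 28 ribosomal protein genes, but 11.9 would be expected if the lists were independent (computed after the count was seen), so the 8 are not evidence of a shift; edgeR called no gene enriched with EIF4E4, so its calls cannot show a shift. The 30 highest ratios with EIF4E3 here include no gene described in the paper's tables, while GPEET procyclin leads the EIF4E3 transcripts of Table 5 here as it does in the paper.

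Values that go with the paper's lists are the direction of the EIF4E3 transcripts of Table S5 (245 of 259 tested genes positive) and of the EIF4E4 transcripts (93 of 95), and a larger share of ribosomal protein genes with EIF4E4 (18.5%) than with EIF4E3 (0.976%). The EIF4E3 list was longer (615) than the EIF4E4 list (157), as in the paper, but shorter with every IP above every control (63 and 77) and with a mean of at least 50 reads (139 and 150), and unchanged groups with the fitted spread gave 636 to 779 and 88 to 131 genes. Ribosomal protein genes on the EIF4E4 list were fewer in the libraries labelled as after EIF4E3 RNAi (16) than without RNAi (29), but so were all genes (92 and 157), and their share was 17.4% and 18.5%. Without the libraries that share reads, chosen after the values were seen, the shares were 9.52% and 14.3%. With 1 library left out they ranged from 6.19% to 27.5% and from 7.69% to 30.9%, so whether the share fell is not settled. In the EIF4E4 part of Table S7, 52 genes also occur in the part of Table S4 that could be read; 0 of them carry the control value of their own gene, 26 carry that of another gene and 26 neither (for the EIF4E3 part of Table S7, 80 of 80 carry their own), so values of that part were not used here beyond its gene names.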

Other observations

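Counts over other splits of the libraries were written before the results were seen; the tests on counting noise, on the libraries of low depth and on shared reads were chosen only afterwards. Groups hold 3 replicates, so no sample was tested as an outlier.

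With 3 libraries against 3 there are 10 splits, and the smallest share they can give is 0.1, so the splits alone cannot exclude chance for any comparison of 2 groups. For EIF4E3 over its controls (293 genes up and 709 down), the other splits called at most 34 genes in 1 direction, and 20 simulations at the fitted spread in which no gene changed called at most 1; these simulations take the spread from the same fit and leave open a difference between the groups that is not due to the antibody. As many calls as in the real split were made in 1 of 10 splits for EIF4E3 over its controls, in 1 of 10 for the IPs labelled as after EIF4E4 RNAi, in 3 of 10 between the EIF4E3 IPs with and without RNAi, and in 10 of 10 for EIF4E4 over its controls, for the libraries labelled as after EIF4E3 RNAi over the controls, and between the EIF4E4 IPs with and without RNAi, where the real count is 0. The 2 other splits behind the count of 3 gave 492 and 499 calls against 71, and both place EIF4E3 IP replicate 1 with replicate 1 labelled as after RNAi. For the ribosomal protein list, a set p as small was reached in 10 of 10 splits for EIF4E3, in 7 of 10 for EIF4E3 with and without RNAi, in 2 of 10 for EIF4E4 and in 3 of 10 for EIF4E4 with and without RNAi. The other split for EIF4E4, with a difference of 1.22 against 1.14, sets EIF4E4 control replicate 1 and IP replicates 1 and 3 against the rest.

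Counting noise in the EIF4E3 IPs is a candidate explanation for the length of the EIF4E3 list: in 100 draws in which the IPs had the levels of the controls, a median of 505 genes was listed (447 to 542), against 615 in the data, while for EIF4E4 the median was 4 against 157. With the fitted spread between replicates added, the medians were 718.5 for EIF4E3, above the real list, 111 for EIF4E4 and 172 for the list labelled as after EIF4E4 RNAi. Whether EIF4E3 IP replicates 2 and 3 determine which genes have the highest ratios was tested by leaving them out: of the 30 highest, 22 were then on the list labelled as after RNAi, against 0 with them. Depth may therefore lie behind the lack of retention, and a change of the bound mRNAs by RNAi is not needed for it, though not excluded either.

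For the counts of EIF4E4 IP replicate 3, which are contained in those of replicate 2 of the IPs labelled as after EIF4E3 RNAi, 2 explanations were tested. The chi-square per gene between both libraries was 0.357, against 1.52 for the next of 153 pairs, which is what the same reads counted in both would give. Separate sequencing of 1 RNA sample is argued against by 100 simulated independent draws, in which at least 790 genes were higher in the shallower library, where 0 were. The 204779 further reads of the deeper library correlated best with EIF4E4 IP replicate 2 (Spearman 0.862 over 5648 genes), and next with replicate 1 labelled as after EIF4E3 RNAi and EIF4E4 IP replicate 3 (0.837 for both); which of the labels holds for them was not tested. For the ribosomal protein list, the difference of the libraries labelled as after EIF4E3 RNAi from those without RNAi was -0.74 without both libraries and -0.45 with them; since reads held by both groups can only draw them together, this outcome was fixed and tests nothing. No biological explanation was tested for the shared reads.

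Across 5648 genes, EIF4E3 IP replicate 1 correlated with replicate 1 labelled as after EIF4E4 RNAi at 0.801, above its correlation with its own group (at most 0.228), and replicate 1 labelled as after RNAi correlated with the other two of its group at 0.641 and 0.666, which correlated with each other at 0.970. Outside their group, replicates 2 and 3 labelled as after EIF4E4 RNAi correlated best with EIF4E4 control replicate 3 (0.775 and 0.801). EIF4E4 IP replicate 2 correlated with replicate 1 labelled as after EIF4E3 RNAi at 0.934, above its own group (at most 0.849).

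EIF4G4 (Tb927.11.10560), the partner of EIF4E3, had 546 ± 159 CPM in the EIF4E3 IPs and 738 ± 109 CPM in the controls (SD, n = 3; log2 fold change -0.48, standard error 1.14, adjusted p = 0.84 by edgeR), and 609 ± 252 CPM in the EIF4E4 IPs against 453 ± 63.3 CPM in the controls (0.66, standard error 0.39, adjusted p = 0.57 by edgeR). EIF4G3 (Tb927.8.4820) changed by -0.41 with EIF4E4 (standard error 0.65, adjusted p = 0.86 by edgeR), and it had no read in the EIF4E3 IPs without RNAi and 10, 10 and 14 reads in the EIF4E3 IPs labelled as after EIF4E4 RNAi, against 9, 60 and 84 in the controls (labelled as after RNAi over controls, log2 fold change -2.67, standard error 0.52, adjusted p = 4.3e-05 by edgeR, lower in 3 of 3 libraries).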
